# METTL3-mediated m^6^A RNA methylation promotes the anti-tumour immunity of natural killer cells

**DOI:** 10.1038/s41467-021-25803-0

**Published:** 2021-09-17

**Authors:** Hao Song, Jiaxi Song, Ming Cheng, Meijuan Zheng, Tian Wang, Sha Tian, Richard A. Flavell, Shu Zhu, Hua-Bing Li, Chen Ding, Haiming Wei, Rui Sun, Hui Peng, Zhigang Tian

**Keywords:** Immunosurveillance, Interleukins, NK cells

## Abstract

Natural killer (NK) cells exert critical roles in anti-tumor immunity but how their functions are regulated by epitranscriptional modification (e.g., N^6^-methyladenosine (m^6^A) methylation) is unclear. Here we report decreased expression of the m^6^A “writer” METTL3 in tumor-infiltrating NK cells, and a positive correlation between protein expression levels of METTL3 and effector molecules in NK cells. Deletion of *Mettl3* in NK cells alters the homeostasis of NK cells and inhibits NK cell infiltration and function in the tumor microenvironment, leading to accelerated tumor development and shortened survival in mice. The gene encoding SHP-2 is m^6^A modified, and its protein expression is decreased in METTL3-deficient NK cells. Reduced SHP-2 activity renders NK cells hyporesponsive to IL-15, which is associated with suppressed activation of the AKT and MAPK signaling pathway in METTL3-deficient NK cells. These findings show that m^6^A methylation safeguards the homeostasis and tumor immunosurveillance function of NK cells.

## Abstract (web summary)

Post transcriptional modifications to RNA may be important in the function of NK cells but this is not fully known. Here the authors show that m^6^A-methyltransferase METTL3 deletion in NK cells leads to reduced function and protection against tumour challenge through suppressing response to IL-15.

## Introduction

As a central component of the innate immune system, natural killer (NK) cells are important in tumor surveillance^1–4^. Unlike adaptive lymphocytes, activation of NK cells is determined by the integration of signals from germline-encoded activating and inhibitory receptors^5,6^. Upon activation, NK cells can kill target malignant cells via the release of lytic granules containing perforin and granzymes, and secrete cytokines with potent anti-tumor activities^7–9^. Meanwhile, NK cells can also mediate cytotoxicity via death ligands, such as Fas ligand (FasL) and tumor necrosis factor-related apoptosis-inducing ligand (TRAIL), which induce apoptosis of target cells^10–12^.

The effector functions of NK cells are also regulated by soluble molecules. Among these, interleukin (IL)-15 is a critical cytokine controlling the survival, proliferation, and activation of NK cells through the IL15 receptor (IL-15R) complex, which consists of the α, β (CD122), and common γ (γ_c_, CD132) chains^13,14^. IL-15Rα is expressed widely on many cell types and binds to IL-15 with high affinity to form a heterodimer that presents IL-15 *in trans* to IL-15Rβ-γ_c_-expressing cells^15^. Engagement of IL-15Rβ-γ_c_ induces activation of JAK1/3-STAT5, Ras-MAPK-ERK, and PI3K-AKT-mTOR pathways, thereby exerting diverse effects on the biology of NK cells^16–19^. However, the regulation of IL-15R downstream signaling pathways is incompletely understood.

In recent years, *N*^6^-methyladenosine (m^6^A) modification has drawn much attention due to its prevalence and importance in eukaryotes^20^. There are three independent components related to m^6^A modification: “writers”, “erasers”, and “readers” ^20^. Methyltransferase-like (METTL) 3, METTL14 and Wilms' tumor 1-associated protein (WTAP) belong to “writers”, and form the m^6^A methyltransferase complex, which installs m^6^A on target messenger (m)RNA^21^. Although both METTL3 and METTL14 contain methyltransferase domains; studies show that METTL3 is the catalytically active subunit, while METTL14 functions as an RNA-binding platform^22^. m^6^A modification regulates the splicing, translation, and stability of mRNA, thereby influencing the differentiation, proliferation, and apoptosis of cells^23–26^. For instance, m^6^A modification is required for the specification and differentiation of hematopoietic stem cells^27–30^. Studies have shown that m^6^A methylation is involved in innate immune cell-mediated antiviral immunity^31–34^, and has emerged as a marker of circular RNAs for self-avoidance of activation of retinoic acid-inducible gene-1^35^. For adaptive immunity, it has been shown that m^6^A methylation supports the proliferation and differentiation of CD4^+^ T cells, and controls the immune-suppressive functions of T regulatory cells^36,37^. m^6^A methylation also impedes the cross-presentation capacity of dendritic cells via YTH domain-containing family protein-1 (YTHDC1), an m^6^A reader protein, thereby inhibiting the CD8^+^ T cell-mediated antitumor response^38^. Paradoxically, METTL3-mediated m^6^A methylation promotes dendritic cell activation and the ability to prime T cells^39^. Although the role of m^6^A methylation in the immune system has been increasingly appreciated, its influence upon NK cells has only recently started to be recognized. A previous study reported that m^6^A “reader” YTHDF2 promotes NK cell effector functions^40^. However, the function of m^6^A “writers” and upstream environmental factors regulating m^6^A methylation in NK cells is currently unknown.

In this study, we find that METTL3 expression is positively correlated with the m^6^A levels and effector functions of NK cells. Mice conditionally deficient for METTL3 in NK cells have aggravated tumor progression, accompanied by a reduced number and impaired effector functions of NK cells. Further analyses show that METTL3-mediated m^6^A methylation safeguards signaling pathways downstream of IL-15R, thereby regulating NK cell responsiveness to IL-15 in the tumor microenvironment (TME).

## Results

### Reduced expression of METTL3 in tumor-infiltrating NK cells

As a pivotal antitumor effector of the innate immune system, NK cells hold great promise in cancer immunotherapy^41^. However, the complicated TME can hinder NK cell-mediated effective control of tumors. To better understand the characteristics of NK cells in the TME, we analyzed microarray data of tumor-infiltrating or tumor-edge NK cells from patients with hepatocellular carcinoma (HCC), or NK cells from normal liver tissue^42^. We found that numerous NK cell effector function-related genes, such as *TBX21*, *FYN*, *NCR1*, *SH2D1A*, *SH2D1B*, *PTPN6*, and *IL18RAP*, were downregulated in tumor-infiltrating NK cells (Fig. 1a). Conversely, expression of the genes associated with NK cell exhaustion, such as *PDCD1*, *CTLA4*, *KLRC1*, *NR4A1*, and *SOCS3*, was upregulated in tumor-infiltrating NK cells (Fig. 1a). Similarly, NK cells from ascites of human ovarian cancer patients also downregulated NK cell effector function-related genes and upregulated NK cell exhaustion-related genes, compared to peripheral blood NK cells from healthy donors (Supplementary Fig. 1A). Notably, we observed that m^6^A “writers” *METTL3* and *METTL14* mRNA levels were respectively decreased by ~75% and ~49% in tumor-infiltrating NK cells of HCC patients (Fig. 1a). Besides, there was a reduction (~34%) of *METTL3* mRNA expression but unchanged *METTL14* mRNA expression in ascites NK cells of ovarian cancer patients (Supplementary Fig. 1A). Moreover, using Gene Expression Profiling Interactive Analysis (GEPIA) online tools^43^, we found that *METTL3* mRNA expression was positively correlated with the module of the effector function of NK cells in different human tumors based on the database of The Cancer Genome Atlas (TCGA) and Genotype-Tissue Expression (GTEx) (Fig. 1b). These results suggest that METTL3 might contribute to the effector function of NK cells.

**Fig. 1:**
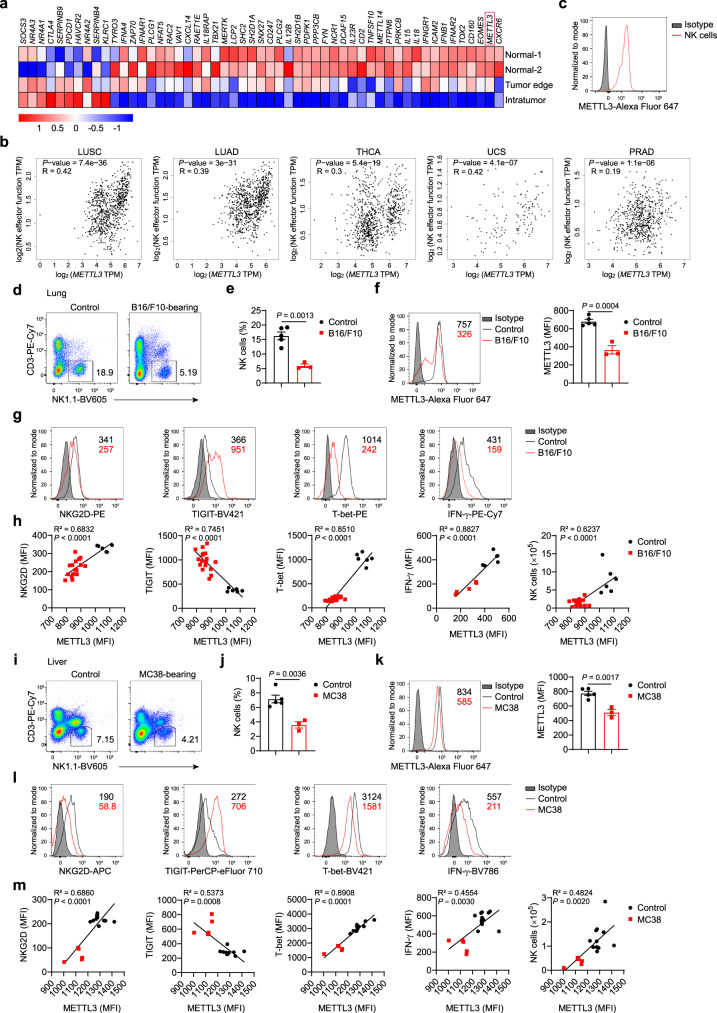
METTL3 is positively correlated with effector functions of NK cells. **a** Heatmap showing the NK cell effector function-related genes in tumor-infiltrating NK cells compared with those in normal liver NK cells from a published dataset (GSE120123). **b** Correlation between *METTL3* TPM (transcripts per kilobase of exon model per million mapped reads) and module TPM of NK effector function (*NCR1*, *EOMES*, *TBX21*, *CD69*, *DNAM1*, *KLRK1*, *PERF*, *IFNG*, and *GZMB*) in lung squamous cell carcinoma (LUSC), lung adenocarcinoma (LUAD), thyroid carcinoma (THCA), uterine carcinosarcoma (UCS), and prostate adenocarcinoma (PRAD) tissues. Spearman’s correlation coefficient (R) and *P* values are shown. **c** A representative histogram showing METTL3 expression in peripheral blood NK cells from a healthy human. **d**–**h** WT C57BL/6 mice were harvested for analyses of lung NK cells 3–4 weeks after intravenous injection of 5 × 10^5^ B16/F10 cells. **d** Representative plots showing expression of NK1.1 and CD3 in lungs. **e** Percentages of NK cells from control (*n* = 5) or B16/F10-bearing (*n* = 3) mice. **f** A representative histogram (left) and MFI (right) of METTL3 expression in NK cells from control (*n* = 5) or B16/F10-bearing (*n* = 3) mice. **g** Representative histograms of indicated-molecule expression in NK cells from control or B16/F10-bearing mice. For detection of IFN-γ, lung mononuclear cells were isolated and stimulated with phorbol 12-myristate 13-acetate (PMA) and ionomycin for 4 h for flow-cytometric analyses. **h** Correlation between the MFI of METTL3 expression and MFI of the indicated molecule expression in NK cells, or NK cell numbers (*n* = 6 for the control group; *n* = 5 (IFN-γ) or 17 (other molecules) for B16/F10 group). **i**–**m** WT C57BL/6 mice were harvested for analyses of liver NK cells 3–4 weeks after intrasplenic injection of 2 × 10^5^ MC38 cells. **i** Representative plots showing expression of NK1.1 and CD3 in livers. **j** Percentages of liver NK cells from control (*n* = 5) or MC38-bearing (*n* = 3) mice. **k** A representative histogram (left) and MFI (right) of METTL3 expression in liver NK cells from control (*n* = 5) or MC38-bearing (*n* = 3) mice. **l** Representative histograms of indicated-molecule expression in liver NK cells from control or MC38-bearing mice. For detection of IFN-γ, liver mononuclear cells were isolated and stimulated with PMA and ionomycin for 4 h for flow-cytometric analyses. **m** Correlation between the MFI of METTL3 expression and MFI of the indicated molecule expression in NK cells, or NK cell numbers (*n* = 12 for the control group; *n* = 5 for MC38 group). Each symbol represents an individual mouse (**e**, **f**, **h**, **j**, **k**, **m**). Data are the mean ± SEM (unpaired two-tailed *t* test (**e**, **f**, **j**, **k**), two-tailed Pearson correlation-test (**h**, **m**)). Source data are provided as a Source Data file. Data represent at least two independent experiments (**c**, **d**–**m**).

We then measured METTL3 protein expression and found that NK cells from the peripheral blood of healthy humans were mostly METTL3-positive (Fig. 1c and Supplementary Fig. 1B). To further confirm the relationship between METTL3 expression and the effector functions of NK cells, we used a mouse model of pulmonary metastases of B16/F10 melanoma. Three to four weeks after tumor inoculation (a late stage of tumor growth, Supplementary Fig. 1C), we found a dramatic reduction of the percentage of NK cells in the lungs (Fig. 1d, e and Supplementary Fig. 1D). In agreement with that found in human NK cells, mouse NK cells at a steady state displayed predominantly positive expression of METTL3 protein (Fig. 1f). Surprisingly, METTL3 protein expression in NK cells from tumor-bearing mice was significantly decreased (Fig. 1f), and the suppressed METTL3 protein expression was increasingly evident with tumor progression (Supplementary Fig. 1E). Interestingly, METTL3 protein expression exhibited a positive correlation with the number of NK cells in the lungs, thereby suggesting that METTL3 might be important for NK cell maintenance in the TME (Fig. 1h). Furthermore, expression of NKG2D, T-bet, and interferon (IFN)-γ was positively correlated with METTL3 protein expression (Fig. 1g, h). In contrast, there is a negative correlation between protein expression levels of the checkpoint receptor TIGIT and METTL3 in NK cells (Fig. 1g, h). Similar results were observed in a model of colorectal cancer (CRC) liver metastases generated by intrasplenic injection of MC38 tumor cells (Fig. 1i–m and Supplementary Fig. 1F).

The TME is enriched with certain immunosuppressive and inflammatory cytokines^44^. To investigate the factors contributing to the suppression of METTL3 expression in the TME, we stimulated splenocytes with different cytokines in vitro. We found that IL-17F, IL-18, and IL-27 had little impact on METTL3 protein expression in NK cells, while IL-15 and IL-10 could increase METTL3 protein expression; only TGF-β treatment significantly decreased METTL3 protein expression (Supplementary Fig. 1G). Furthermore, only the protein level of METTL3, but not other m^6^A methylation-related proteins, such as WTAP, FTO, ALKBH5, YTHDC1, YTHDC2, and YTHDF2, was obviously reduced in NK cells when treated with TGF-β (Supplementary Fig. 1H). To confirm the TME-mediated decreased METTL3 protein expression in NK cells, we cocultured NK cells with MC38 tumor cells and consistently found that MC38 cells could decrease METTL3 protein expression in NK cells. Importantly, the presence of the TGF-βRI inhibitor GW788388 in the culture system counterbalanced the MC38 cell-mediated inhibition of METTL3 protein expression in NK cells, but the SMAD3 inhibitor SIS3 failed to (Supplementary Fig. 1I). These results suggest that TGF-β downregulates METTL3 protein expression in NK cells independently of SMAD3.

Previous studies suggest that low levels of METTL3 expression are adequate for preserving mRNA methylations in some cell types^45^. However, we found that the decreased METTL3 protein expression in TGF-β-treated NK cells reduced m^6^A levels by ~22% (Supplementary Fig. 1J). Moreover, METTL3 protein expression reduced at a moderate extent in NK92 cells (a human NK cell line) using shRNA also resulted in a reduction (~49%) of m^6^A levels (Supplementary Fig. 2A, B). Consistent with the observations of tumor-infiltrating NK cells, downregulation of METTL3 protein level in NK92 cells induced decreased expression of activation receptors, such as CD69, NKp30, and NKG2D, the transcription factor T-bet, and IFN-γ (Supplementary Fig. 2C, D). Altogether, these results collectively indicate that reduced METTL3 protein expression induced by TGF-β in the TME contributes to decreased m^6^A methylation and impaired effector functions of NK cells.

### The tumoricidal activity of NK cells is dependent upon METTL3

To investigate if METTL3 is required for NK cell-mediated anti-tumor immunity, we generated *Mettl3*^fl/fl^-*Ncr1*^Cre/*+*^ (cKO) mice, which harbored a selective deficiency of METTL3 expression at the mRNA or protein level in NK cells, with no change in METTL3 protein expression of T and B cells (Supplementary Fig. 3A–D). After intravenous injection of B16/F10 cells, cKO mice had significantly more lung tumor nodules than WT mice, displaying more progressive pulmonary metastases (Fig. 2a, c). Moreover, metastatic foci were present abundantly in the livers of cKO mice, but rarely in WT mouse livers (Fig. 2b, c). In the CRC liver metastasis model induced by intrasplenic injection of MC38 cells, we found that cKO mice also developed more liver metastases compared with that in WT controls (Supplementary Fig. 3E, F). In a subcutaneous tumor model, cKO mice bearing MC38 tumors also exhibited accelerated tumor growth (Supplementary Fig. 3G). In agreement with these pathologic changes, the overall survival of cKO mice was shortened significantly in different tumor models generated by intravenous, intrasplenic, or subcutaneous injection of MC38 or B16/F10 cells (Fig. 2d–g, and Supplementary Fig. 3H). These results demonstrate that METTL3 deficiency in NK cells results in increased metastases and shortened survival.

**Fig. 2:**
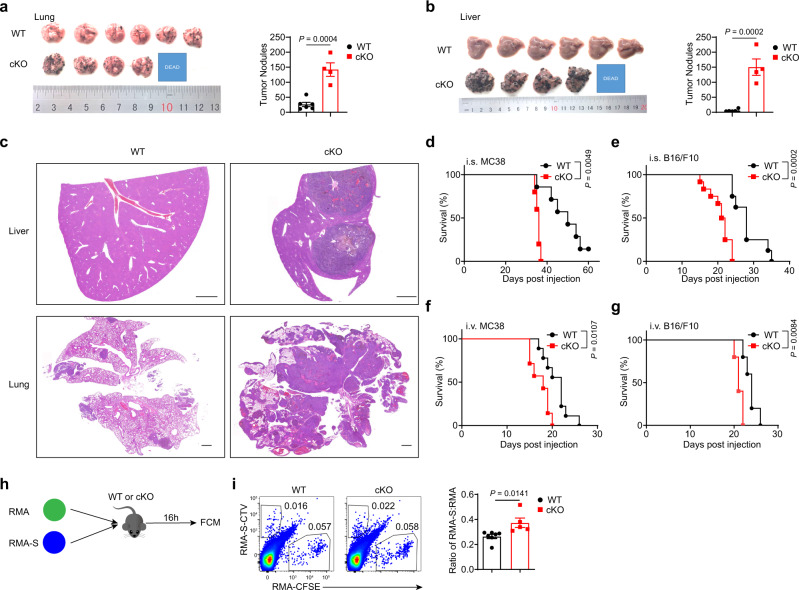
*Mettl3* deletion in NK cells fails to control tumor development. **a** Imaging of lungs (left) and tumor nodules in lungs (right) from WT (*n* = 6) or cKO (*n* = 4) mice 16 days after intravenous injection of 5 × 10^5^ B16/F10 cells. **b** Imaging of livers (left), and tumor nodules in livers (right) from WT (*n* = 6) or cKO (*n* = 4) mice 16 days after intravenous injection of 5 × 10^5^ B16/F10 cells. **c** Representative hematoxylin and eosin (H&E) staining images of the liver (top) and lung samples (bottom) from WT mice or cKO mice after intravenous injection of 2 × 10^5^ B16/F10 cells. Scale bars represent 1 mm. **d** Survival of WT mice (*n* = 7) and cKO mice (*n* = 5) after intrasplenic injection of 2 × 10^5^ MC38 cells. **e** Survival of WT mice (*n* = 8) and cKO mice (*n* = 12) after intrasplenic injection of 2 × 10^5^ B16/F10 cells. **f** Survival of WT mice (*n* = 9) and cKO mice (*n* = 7) after intravenous injection of 5 × 10^5^ MC38 cells. **g** Survival of WT mice (*n* = 5) and cKO mice (*n* = 5) after intravenous injection of 2.5 × 10^5^ B16/F10 cells. **h** WT mice or cKO mice were co-transferred with 5 × 10^6^ CFSE-labeled RMA cells and 1.5 × 10^7^ CTV labeled RMA-S cells, and splenocytes were harvested 16 h later. **i** Representative plots (left) showing expression of CTV and CFSE in the spleen, and a statistical graph showing the ratio of RMA-S cells: RMA cells (*n* = 7) or cKO (*n* = 5) mice in (**i**). Each symbol represents an individual mouse (**a**, **b**, **d**, **e**, **f**, **g**, **i**). Data are the mean ± SEM (unpaired two-tailed *t* test (**a**, **b**, **i**) or two-tailed log-rank (Mantel–Cox) test (**d**–**g**)). Source data are provided as a Source Data file. Data represent at least two independent experiments (**a**–**d**, **g**-**i**) or are pooled from two independent experiments (**e**, **f**).

To further confirm the role of METTL3 in NK cell-mediated anti-tumor immunity, we depleted NK cells in WT mice or cKO mice by using anti-asialo-GM1 (ASGM1) or anti-NK1.1, followed by intrasplenic injection of MC38 cells (Supplementary Fig. 4A, C). Consequently, NK cell depletion accelerated tumor progression in WT mice, as evidenced by reduced survival in NK-cell-depleted mice, confirming that NK cells were required for tumor immunosurveillance (Supplementary Fig. 4B, D). Moreover, there was no significant difference in overall survival between cKO mice without NK cell depletion treatment and NK cell-depleted WT mice (Supplementary Fig. 4B, D), suggesting that METTL3 deficiency largely abrogated the NK cell immunosurveillance of cancer. Furthermore, intravenous injection of a mixture of NK cell-sensitive target RMA-S cells and NK cell-resistant target RMA cells showed that METTL3-deficient NK cells could not kill RMA-S cells efficiently compared with METTL3-sufficient NK cells (Fig. 2h, i). In addition, METTL3-deficient NK cells exhibited lower cytotoxic activity against YAC-1 target cells in vitro than WT NK cells (Supplementary Fig. 4E). Collectively, these data indicate that METTL3 is indispensable for NK cell-mediated antitumor immunity.

### METTL3 deficiency disturbs the homeostasis of NK cells

The finding that *Mettl3* deletion in NK cells induced accelerated tumor growth prompted investigation of whether METTL3 was required for NK cell maintenance. Compared with WT controls, cKO mice showed a reduced percentage and an absolute number of NK cells in the spleen, liver, lung, and bone marrow (Fig. 3a, b). We then wondered whether reduced NK cell numbers in cKO mice reflected the altered proliferation or survival of NK cells. However, we found no significant difference in expression of the proliferation marker Ki67 and the anti-apoptotic factor Bcl2, or in frequency of Annexin V^+^ apoptotic cells between NK cells of cKO mice and WT mice (Supplementary Fig. 5A–C). Although previous studies show that METTL3-mediated m^6^A methylation regulates cell cycle^46,47^, we observed unaltered cell cycle progression in METTL3-deficient NK cells (Supplementary Fig. 5D, E).

**Fig. 3:**
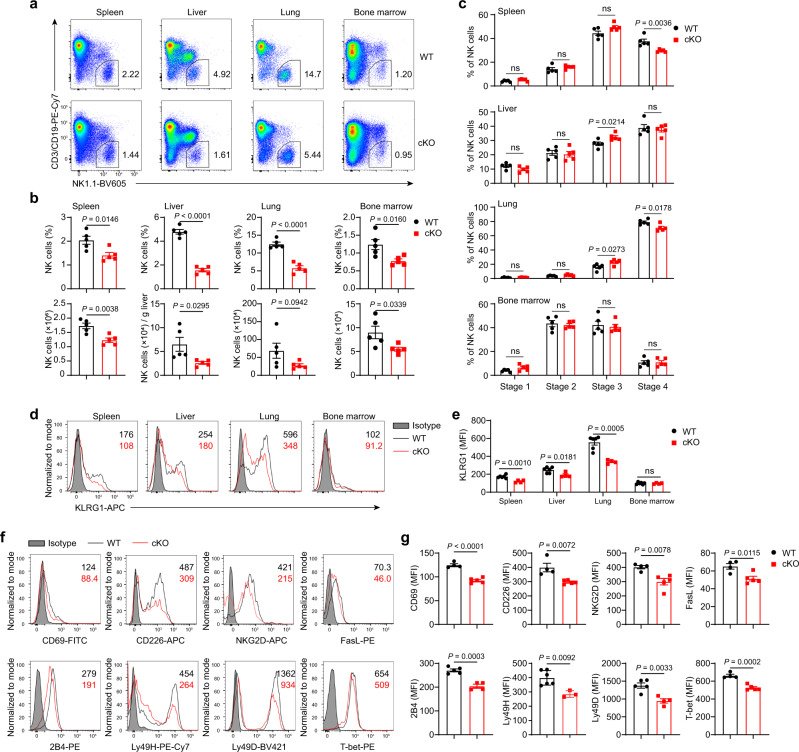
METTL3 deficiency disturbs NK cell homeostasis at a steady state. **a** Representative plots showing expression of NK1.1 and CD3/CD19 in mononuclear cells from the indicated organs of WT and cKO mice. **b** Percentages and absolute numbers of NK cells in the indicated organs from WT and cKO mice (*n* = 5/group). **c** Percentages of NK cells at different stages in the indicated organs of WT and cKO mice (*n* = 5/group). (Stage 1: CD27^−^ CD11b^−^; stage 2: CD27^+^ CD11b^−^; stage 3: CD27^+^ CD11b^+^; stage 4: CD27^−^ CD11b^+^). **d**, **e** Representative histograms (**d**) and MFI (**e**) of KLRG1 expression in NK cells from the indicated organs of WT (*n* = 6) and cKO (*n* = 4) mice. **f**, **g** Representative histograms (**f**) and MFI (**g**) of expression of the indicated molecules in splenic NK cells from WT (*n* = 5 for 2B4 and Ly49D, *n* = 6 for Ly49H, and *n* = 4 for other molecules) and cKO mice (*n* = 3 for Ly49H, *n* = 4 for 2B4 and Ly49D, and *n* = 5 for other molecules). Each symbol represents an individual mouse (**b**, **c**, **e**, **g**). Data are the mean ± SEM (ns, not significant; unpaired two-tailed *t*-test). Source data are provided as a Source Data file. Data represent two (**d**, **e**) or at least three independent experiments (**a**–**c**, **f**, **g**).

We further questioned whether NK cell development was altered by METTL3 deficiency. However, the percentage and number of NK precursors (NKPs) in the bone marrow were unchanged in cKO mice (Supplementary Fig. 5F, G). By analyzing the stages of NK cell maturation based on cell surface expression of CD27 and CD11b, we found a lower frequency of stage 4 (CD11b^+^ CD27^−^) NK cells in the spleen and lung of cKO mice, but the normal frequency in the liver and bone marrow (Fig. 3c). The inhibitory killer cell lectin-like receptor G1 (KLRG1), a marker of terminally differentiated NK cells^48^, was downregulated in peripheral organs (Fig. 3d, e). Moreover, expression of the activating molecules CD69, CD226, NKG2D, 2B4, Ly49H, and Ly49D was simultaneously decreased in splenic NK cells from cKO mice (Fig. 3f, g). In addition, METTL3-deficient NK cells had lower expression of the apoptosis-inducing molecule FasL than those in WT mice (Fig. 3f, g). Furthermore, *Mettl3* deletion diminished expression of the transcription factor T-bet in splenic NK cells (Fig. 3f, g). Similarly, METTL3 deficiency also resulted in reduced expression of effector function-related molecules in NK cells from the liver and lung (Supplementary Fig. 6A, B). Therefore, these data reveal that METTL3 is pivotal for sustaining NK cell numbers, terminal maturation, and expression of effector function-associated molecules.

### METTL3 supports the infiltration and function of NK cells in the TME

Next, we sought to explore how METTL3 influences the antitumor responses of NK cells. In contrast to the reduction of lung NK cells in a late-stage metastatic melanoma model (Fig. 1d, e), NK cell percentages and numbers in the lung and liver were not significantly changed at an earlier stage of tumor development in WT mice (Fig. 4a–d); however, tumor-bearing cKO mice had decreased liver and lung NK cells during this period, compared to those without tumor implantation (Fig. 4a–d). METTL3 deficiency thus caused a more profound reduction of NK cells in the TME than at a steady state. Immunofluorescence analyses further confirmed that there were fewer tumor-infiltrating NK cells in the lung or liver of cKO mice than those of WT mice (Fig. 4e, f, and Supplementary Fig. 7A, B). Furthermore, the apoptosis and proliferation of NK cells were unaltered in tumor-bearing cKO mice and thus were not responsible for reduced NK cells (Supplementary Fig. 7C, D).

**Fig. 4:**
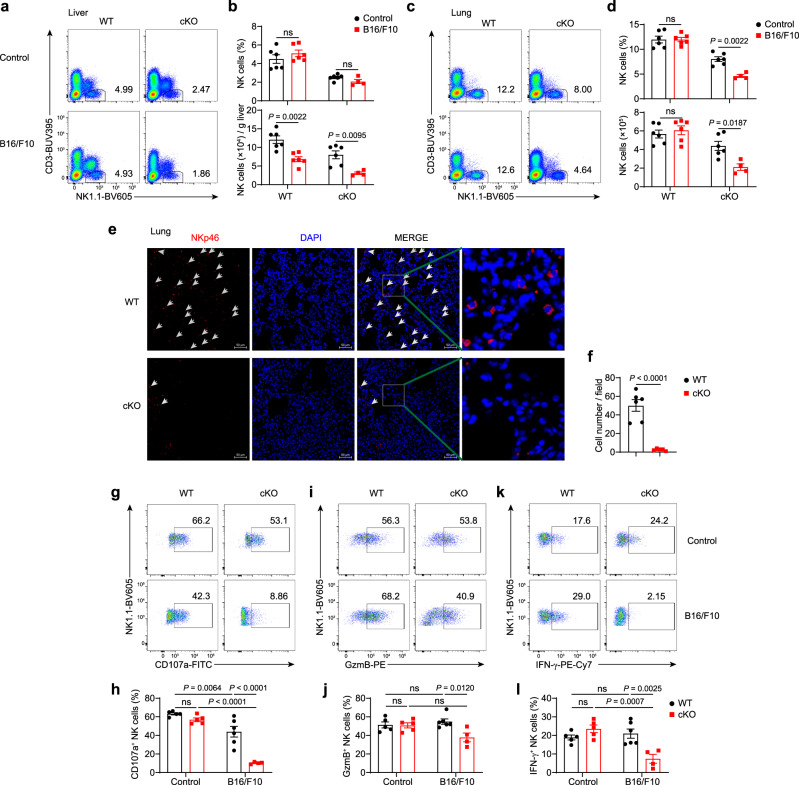
METTL3 supports NK cells accumulation and effector function in the TME. **a**–**d** WT mice and cKO mice were harvested for flow-cytometric analyses 16 days after intravenous injection with 5 × 10^5^ B16/F10 cells or PBS. **a**, **c** Representative plots showing expression of NK1.1 and CD3 in the liver (**a**) or lung (**c**) mononuclear cells from WT and cKO mice. **b**, **d** Percentages or absolute numbers of the liver (**b**) or lung (**d**) NK cells from WT mice (*n* = 6/group) and cKO mice (*n* = 6 for the control group; *n* = 4 for B16/F10 group). **e** Immunofluorescence staining of lungs with anti-NKp46 (red) and DAPI (blue) from WT or cKO mice 25 days after intravenous injection with 2 × 10^5^ B16/F10 cells. Scale bar, 50 μm. The arrows indicate NK cells. **f** NKp46-positive cell numbers per field based on (**e**) (*n* = 6 for WT group; *n* = 5 for cKO group). **g**–**l** WT mice and cKO mice were harvested for flow-cytometric analyses 23 days after intravenous injection with 2 × 10^5^ B16/F10 cells or PBS. Liver mononuclear cells were isolated and stimulated with PMA and ionomycin for 4 h for flow-cytometric analyses. Representative plots and percentages for the expression of CD107a (**g**, **h**), GzmB (**i**, **j**), and IFN-γ (**k**, **l**) expression among liver NK cells from WT (*n* = 5 for the control group; *n* = 6 for B16/F10 group) and cKO mice (*n* = 5 for the control group; *n* = 4 for B16/F10 group). Each symbol represents an individual mouse (**b**, **d**, **h**, **j**, **l**) or individual field of the microscope (**f**). Data are the mean ± SEM (ns, not significant; unpaired two-tailed *t* test (**f**) or one-way ANOVA (**b**, **d**, **h**, **j**, **l**)). Source data are provided as a Source Data file. Data represent at least two independent experiments (**a**–**l**).

The TME also induced downregulation of activation molecules and the transcription factor Eomes, and upregulation of the inhibitory receptor TIGIT in METTL3-deficient NK cells, at a more evident extent than in METTL3-sufficient NK cells (Supplementary Fig. 7E). By comparing expression of effector molecules in METTL3-sufficient and METTL3-deficient NK cells, we found no significant differences in CD107a, granzyme B (GzmB), and IFN-γ protein expression between METTL3-deficient and -sufficient NK cells at a steady-state after phorbol 12-myristate 13-acetate (PMA) plus ionomycin stimulation (Fig. 4g–l). In contrast, METTL3-deficient NK cells from tumor-bearing mice exhibited remarkably decreased protein expression of CD107a, GzmB and IFN-γ than METTL3-sufficient NK cells (Fig. 4g–l), indicating METTL3 deficiency-mediated inhibition of cytotoxicity and cytokine production of NK cells in the TME. Thus, these data suggest dampened ability of METTL3-deficient NK cells to respond to stimuli present in the TME.

### METTL3 regulates the responsiveness of NK cells to IL-15

IL-15 signaling is critical for the development, proliferation, and function of NK cells^19,49,50^. The expression of several cytokines associated with the effector functions of NK cells was increased in the TME (Fig. 5a). The increase in *Il15* expression was particularly significant (Fig. 5a). Considering the reduced number of NK cells and suppressed effector functions of tumor-infiltrating NK cells in cKO mice, we wondered if METTL3-deficient NK cells were defective in their response to IL-15. To test our hypothesis, we overexpressed IL-15 in vivo via hydrodynamic injection of the pLIVE-IL-15 plasmid into WT mice or cKO mice (Supplementary Fig. 8A). Consistent with the previous findings that IL-15 increased NK cell numbers^51^, we noted a six-fold increase in proportion and a more-than-tenfold increase in the number of liver NK cells after pLIVE-IL-15 treatment (Fig. 5b, c). However, in cKO mice, the percentages or numbers of NK cells exhibited no more than the twofold increase (Fig. 5b, c). Similarly, the number of NK cells from the spleen and lung of cKO mice failed to increase vigorously in response to IL-15 stimulation in vivo (Supplementary Fig. 8B, C). In contrast to moderately changed maturation of METTL3-deficient NK cells at steady state (Fig. 3c), IL-15 overexpression led to more profound differences in maturation status between cKO and WT NK cells, with a less mature phenotype of NK cells in cKO mice (Supplementary Fig. 8D–F). Moreover, NK cells from IL-15-overexpressing cKO mice showed a lower expression of cytotoxic molecules and IFN-γ upon stimulation with PMA plus ionomycin than that of their WT counterparts, despite no significant differences between NK cells from control WT mice and cKO mice (Fig. 5d, Supplementary Fig. 8G, H). Furthermore, stimulation of splenocytes with recombinant mouse IL-15 (rmIL-15) in vitro induced a significant increase in the percentages and numbers of NK cells from WT mice, whereas the percentages and numbers of NK cells from cKO mice increased only slightly (Fig. 5e, f). In addition, METTL3-deficient NK cells displayed inferior proliferation and survival (Fig. 5g, h, and Supplementary Fig. 8I) and defective ability for expressing GzmB, IFN-γ and tumor necrosis factor (TNF) (Fig. 5i–k) in response to IL-15, as compared with NK cells from WT mice. Thus, these results suggest that METTL3 deficiency impairs the responsiveness of NK cells to IL-15. Next, we sought to investigate the molecular mechanisms leading to impaired IL-15 response of METTL3-deficient NK cells. First, we found that splenic NK cells from cKO mice and WT mice had similar expression of the IL-15 receptors CD122 (IL-15Rβ) and CD132 (IL-15Rγ_c_) (Fig. 6a, b). We then investigated the different signaling pathways downstream of IL-15 stimulation. While METTL3-deficient NK cells had nearly unaltered levels of STAT5 phosphorylation upon IL-15 stimulation in vitro, phosphorylation of AKT, MAPK, and ERK was significantly decreased (Fig. 6c, d, Supplementary Fig. 9A and B). m^6^A methylation in T cells inhibits expression of SOCS3 (a negative regulator of STAT5)^36,52^. Consistent with unchanged phosphorylation of STAT5, METTL3-deficient NK cells did not show altered expression of SOCS3 (Fig. 6e), suggesting that m^6^A methylation regulated NK cells in a mechanism different from that observed in T cells. AKT phosphorylation leads to mTOR activation, which facilitates NK cell metabolism^17,18^. Indeed, impaired activation of AKT was accompanied with decreased phosphorylation of mTOR in METTL3-deficient NK cells (Fig. 6f). Consequently, METTL3-deficient NK cells showed lower maximal respiration and weaker spare respiratory capacity than that of NK cells in WT mice upon IL-15 stimulation (Fig. 6g, h). Taken together, these results indicate that METTL3 is required for sufficient engagement of AKT-mTOR and MAPK-ERK signaling pathways downstream of IL-15R.

**Fig. 5:**
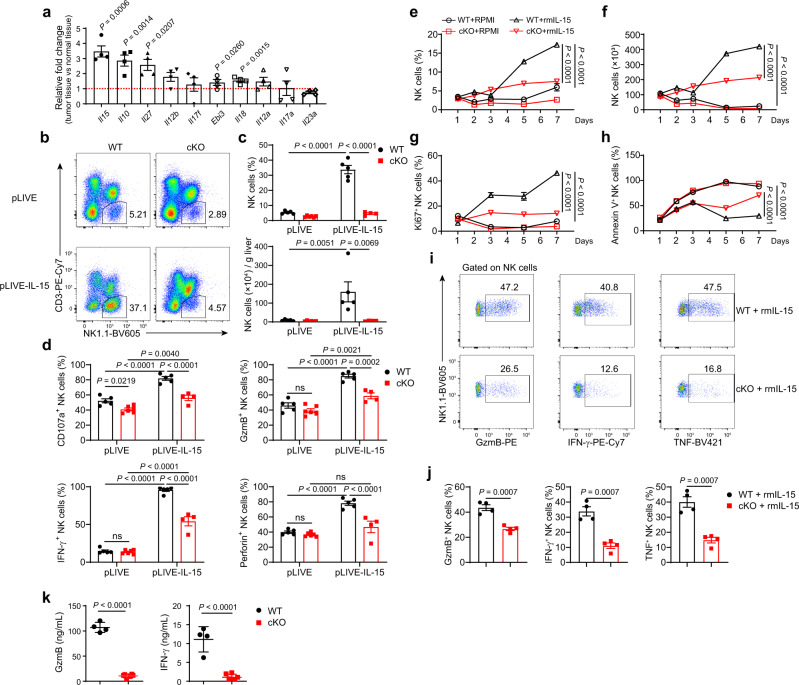
METTL3-deficient NK cells are hyporesponsive to IL-15 stimulation. **a** Fold changes of cytokine expression in tumor-bearing liver tissue (*n* = 4) from WT mice injected with 2 × 10^5^ MC38 cells into the spleen 22 days previously, compared with normal liver tissue (*n* = 4), were determined by RT-qPCR, normalized to *β-actin* expression. **b**–**d** WT (*n* = 5/group) or cKO mice (*n* = 6 for pLIVE group; *n* = 4 for the pLIVE-IL-15 group) that received a hydrodynamic injection of pLIVE-IL-15 or pLIVE control plasmid 1 month previously were harvested for flow-cytometric analyses. **b** Representative plots showing expression of NK1.1 and CD3 in liver mononuclear cells from WT and cKO mice. **c** Percentages or absolute numbers of liver NK cells from WT and cKO mice. **d** Percentages of CD107a-, GzmB-, IFN-γ-, and Perforin-positive NK cells among total NK cells in splenocytes 4 h after stimulated with PMA and ionomycin. **e**–**h** Splenocytes from WT or cKO mice were cultured with the presence or absence of rmIL-15 (100 ng/mL) for the indicated times, and then analyzed by flow cytometry. Percentages (**e**) and absolute numbers (**f**) of NK cells among splenocytes are shown (*n* = 4/group). **g** Percentages of Ki67-positive cells among NK cells (*n* = 3/group). **h** Percentages of Annexin V-positive cells among NK cells (*n* = 4/group). **i**, **j** Splenocytes from WT mice or cKO mice were stimulated with rmIL-15 (10 ng/mL) for 7 days, and then collected for stimulation with PMA and ionomycin, followed by flow cytometric analyses. Representative plots (**i**) and percentages (**j**) of expression of GzmB, IFN-γ, and TNF in NK cells from WT and cKO mice (*n* = 4/group). **k** Protein concentration of GzmB and IFN-γ in the supernatant of cultured NK cells in the condition of rmIL-15 (50 ng/mL) for 9 days from WT (*n* = 4) or cKO (*n* = 6) mice. Each symbol represents an individual mouse (**c**, **d**) or an individual well of a cell culture plate (**e**–**h**, **j**, **k**). Data are the mean ± SEM (ns, not significant; unpaired two-tailed *t* test (**a**, **j**, **k**) or one-way ANOVA (**c**, **d**) or two-way ANOVA (**e**–**h**)). Source data are provided as a Source Data file. Data represent at least two independent experiments (**a**–**k**).

**Fig. 6:**
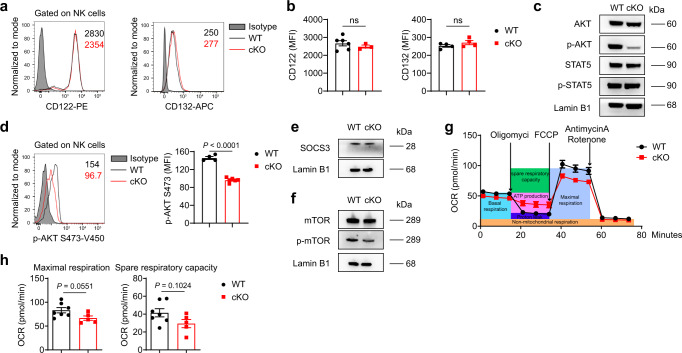
The IL-15-AKT pathway is impaired in METTL3-deficient NK cells. **a**, **b** Representative histograms (**a**) and MFI (**b**) of CD122 and CD132 expression in splenic NK cells from WT (*n* = 6 for CD122, *n* = 4 for CD132) and cKO (*n* = 3 for CD122, *n* = 4 for CD132) mice. **c**, **e**, **f** Immunoblotting of indicated molecules in splenic NK cells upon stimulation with rmIL-15 (50 ng/mL) for 1 h. The NK cells were sorted from WT and cKO mice that received hydrodynamic injection of the pLIVE-IL-15 plasmid or pLIVE control plasmid 1–2 months previously. **d** Representative histogram (left) and MFI (right) of p-AKT (S473) expression in splenic NK cells upon stimulation with rmIL-15 (50 ng/mL) for 1 h (*n* = 4 for WT group; *n* = 6 for cKO group). **g**, **h** Splenic NK cells from WT or cKO mice were cultured with rmIL-15 overnight (10 ng/mL), and then the indicated compounds were added into each well at the indicated times. **g** The oxygen consumption rate was measured for NK cells. **h** Statistical graphs showing the maximal respiration and spare respiratory capacity of NK cells (*n* = 7 for WT group; *n* = 5 for cKO group). Each symbol represents an individual mouse (**b**, **d**) or an individual well of a cell culture plate (**h**). Data are the mean ± SEM (ns, not significant; unpaired two-tailed *t* test (**b**, **d**, **h**)). Source data are provided as a Source Data file. Data represent at least two independent experiments (**a**–**h**).

### *Ptpn11* is m^6^A modified and regulates IL-15-induced signaling

To gain insight into the mechanisms underlying the effect of METTL3-mediated m^6^A modification on the IL-15-induced signaling, we performed methylated RNA immunoprecipitation sequencing (MeRIP-seq). Consistent with the previous studies^27,53,54^, m^6^A methylation sites were located primarily in the 3′ untranslated regions (UTRs), coding sequences (CDSs) region, and near stop codons (Supplementary Fig. 10A, B), and m^6^A peaks in NK cells were significantly enriched in DRACH (D = A/G/U; R = A/G; H = A/C/U) motifs (Supplementary Fig. 10C). Further analysis revealed that m^6^A-modified targets included the genes involved in PI3K-AKT and mTOR signaling pathways (Supplementary Fig. 10D). Meanwhile, we performed METTL3-RIP-seq and found similarities in distribution and motifs of METTL3 peaks with those of m^6^A peaks (Supplementary Fig. 10E–G). 

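For the mRNA-seq experiment, NK cells were purified by cell sorting from the spleens of WT (Mettl3fl/fl) mice and of cKO mice, in which Cre expressed from the Ncr1 locus deletes Mettl3 in NK cells, with 3 samples per genotype. The authors aligned the reads to the GRCm38 genome, counted them per gene, divided the counts of each sample by its DESeq2 size factor and deposited these normalized counts for 14490 genes. In each sample every deposited value was a whole multiple of one step, the worth of a single read. From these steps, 67124501, 55965515 and 67732352 reads fell on the listed genes in WT samples 1, 2 and 3, and 62995813, 71464042 and 69559376 in cKO samples 1, 2 and 3. Every listed gene has an adjusted p-value in the authors' deposited table, and genes outside that table were not analysed here. Here the normalized counts were taken to the log2 scale after adding 1, and cKO was compared with WT by limma with a variance trend, two-sided, with Benjamini-Hochberg adjustment over all 14490 genes. The added 1 brings the log2 values of a gene closer together, most at low counts. All 14490 genes passed the filter of at least 1 normalized count in at least 3 samples.
The deleted gene was examined first as a check of the labels. Mettl3 lies on chromosome 14 of GRCm38 from 52294841 to 52305128, on the minus strand. It had 1303, 1258 and 1192 normalized counts in WT samples 1, 2 and 3, and 297, 299 and 405 in cKO samples 1, 2 and 3. The means were 1251 ± 56.0 (SD, n = 3) in WT and 334 ± 61.9 (SD, n = 3) in cKO. Its log2 fold change was −1.92 (standard error 0.0986, limma adjusted p = 2.32e-14). Every cKO sample was below every WT sample (exact permutation test, two-sided, p = 0.1, the smallest p that 3 samples against 3 allow). The first principal component of the log2 values held 41.5% of the variance and separated the genotypes.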

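The list of genes related to the IL-15R pathway (Supplementary Table 3) holds 49 genes, and all 49 had normalized counts in the deposited values. None of the 49 genes met the paper's rule of P under 0.05 with a log2 fold change above 1 or below −1. With the fold change limit lowered to 1.5-fold, the alternative that moved this count most, 4 genes met it. Without the fold change limit, 29 of the 49 genes differed between cKO and WT with a limma adjusted p under 0.05, 16 higher and 13 lower in cKO. With the samples scaled to equal totals, 20 were higher and 9 lower. With the adjustment made over the list alone, 31 genes did. The 95% confidence interval of the log2 fold change lay between −1 and 1 for 46 of the 49 genes, and between −0.5 and 0.5 for 42. The median of the absolute log2 fold changes in the list was 0.14, and that of all listed genes was 0.17.
Fos was the list gene with the lowest p. It had 95998 ± 3058 normalized counts (SD, n = 3) in WT and 169891 ± 4713 (SD, n = 3) in cKO, a log2 fold change of 0.82 (standard error 0.0314, limma adjusted p = 8.01e-17). Fas fell the most, from 1002 ± 33.2 (SD, n = 3) to 548 ± 25.9 (SD, n = 3) normalized counts, a log2 fold change of −0.87 (standard error 0.0758, limma adjusted p = 7.65e-10). Foxc1 had the highest log2 fold change of the list, 0.87, with a standard error of 0.288 and a limma adjusted p of 0.0191. Its counts were low, 45.8 ± 19.2 (SD, n = 3) in WT and 80.3 ± 10.3 (SD, n = 3) in cKO, and its adjusted p lay between 0.00279 and 0.122 over the alternatives, above 0.05 without WT sample 1 and without cKO sample 3. No shift of the 49 genes as a set relative to the other genes was detected (camera, inter-gene correlation 0.01, two-sided, p = 0.547). The power of this test for a shift as small as those seen in the list was not simulated, so it does not rule one out.

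**Figure D1:**
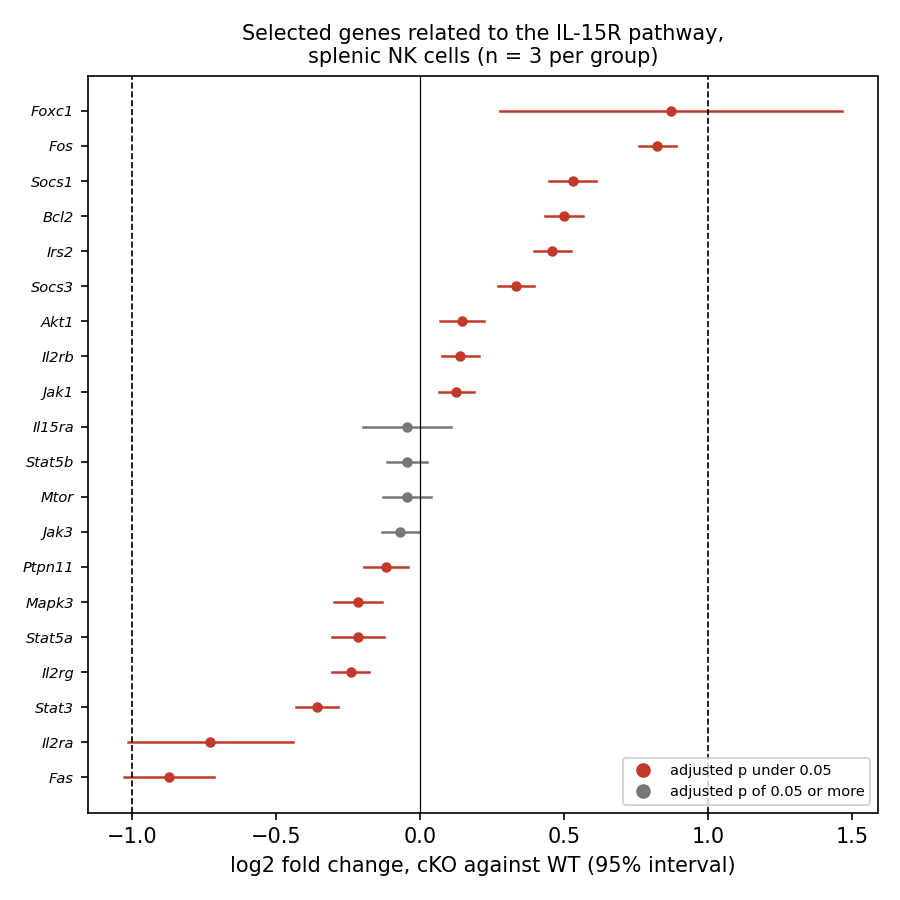
Log2 fold change of cKO against WT (x axis) for 20 of the genes related to the IL-15R pathway (y axis), those whose values are given for this experiment, from 3 samples per genotype. Points are estimates, lines are 95% confidence intervals and dashed lines mark −1 and 1, and the 16 genes in red have a limma adjusted p under 0.05.

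The paper takes the transcripts of this pathway as unchanged on the basis of the volcano plot (Supplementary Fig. 10H), and for that reason turned to protein levels.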

Since RNA-seq analysis revealed an unchanged expression level of transcripts related to the IL-15-signaling pathway (Supplementary Fig. 10H), we conducted a proteomic analysis of NK cells from WT and cKO mice. We observed 256 downregulated proteins and 262 upregulated proteins in METTL3-deficient NK cells, with a greater than 2-fold change, compared with METTL3-sufficient NK cells (Supplementary Fig. 10I, J).

Conjoint analysis of MeRIP-seq, METTL3-RIP-seq, and proteome data showed that 23 genes were commonly targeted by both m^6^A and METTL3, and meanwhile, their protein products were differentially expressed between METTL3-deficient NK cells and METTL3-sufficient NK cells (Fig. 7a, b). Among them, SHP-2 encoded by *Ptpn11* has been reported to function as a critical mediator for IL-15-induced ERK activation^55^. In accordance with the proteome data, immunoblot analysis revealed decreased SHP-2 expression in METTL3-deficient NK cells (Fig. 7d). Furthermore, treatment with the SHP-2 inhibitor SHP099 significantly inhibited the phosphorylation of AKT, mTOR, ERK, and MAPK, but not the phosphorylation of STAT5 (Fig. 7e, f), and NK cell percentages and proliferation were also decreased (Fig. 7g). With a high dose of IL-15 stimulation, SHP099-treated NK cells exhibited impaired expression of GzmB, IFN-γ, and TNF (Fig. 7h). Thus, SHP-2 inhibition in WT NK cells nearly phenocopied the defects observed in METTL3-deficient NK cells. Considering decreased SHP-2 expression in METTL3-deficient NK cells at protein levels, METTL3 regulates NK cell responsiveness to IL-15 presumably through promoting SHP-2 expression.

**Fig. 7:**
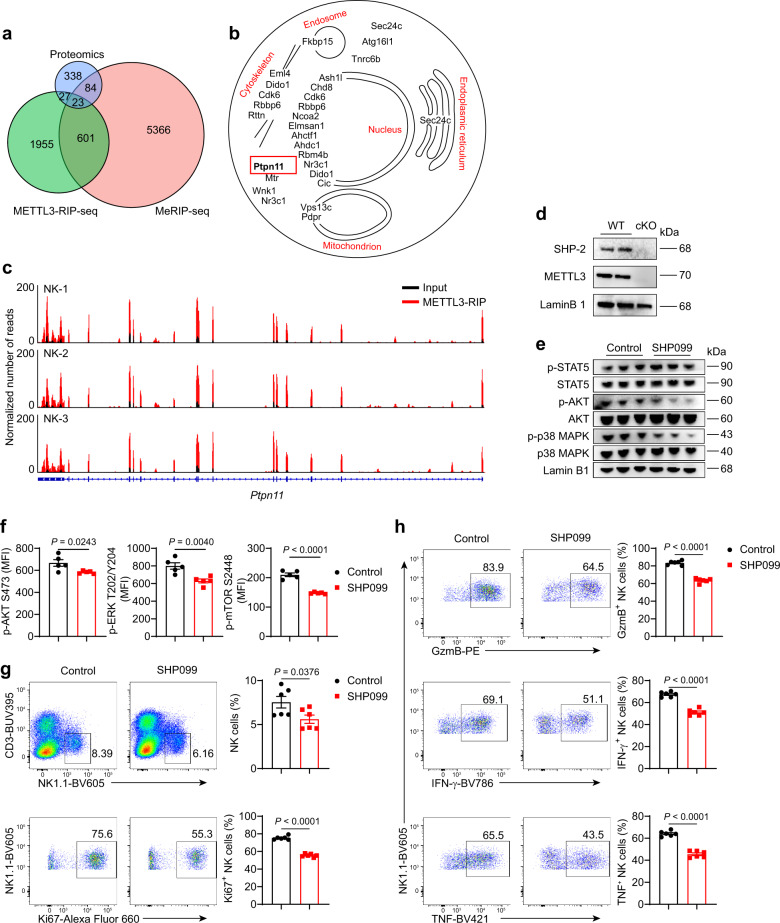
METTL3-mediated m^6^A modification promotes SHP-2 protein expression. **a** Venn diagram showing the genes or proteins modified by m^6^A, bound by METTL3, and affected by METTL3 deficiency. **b** Cellular locations of the 23 proteins in (**a**) using information obtained from Uniprot. **c** Gene track shows *Ptpn11* locus as a histogram of normalized reads (*y*-axis) plotted by genome position (*x*-axis). **d** Immunoblotting of SHP-2 and METTL3 in purified splenic NK cells from WT and cKO mice. **e** Immunoblotting of indicated proteins in purified splenic NK cells after stimulated with rmIL15 (50 ng/mL) in the presence or absence of SHP099 (4 μM) for 1 h. **f**   The splenocytes were cultured with rmIL-15 (50 ng/mL) in vitro for 3 days, followed by SHP099 (4 μM) treatment for 1 h, and then collected for flow-cytometric analyses of the indicated molecule expression in NK cells (*n* = 5/group). **g**, **h** Splenocytes from WT mice were stimulated with rmIL-15 (50 ng/mL) in the absence or presence of SHP099 (4 μM) for 3 days (*n* = 6/group). **g** Representative plots (left) showing the expression of CD3 and NK1.1 in cultured splenocytes or Ki67 expression in splenic NK cells; statistical graphs (right) showing the percentages of NK cells or Ki67^+^ NK cells. (**h**) Representative plots (left) and percentages (right) for the expression of GzmB, IFN-γ, TNF in splenic NK cells 4 hours after being stimulated with PMA and ionomycin. Each symbol represents an individual well of a cell culture plate (**f**–**h**). Data are the mean ± SEM (ns, not significant; unpaired two-tailed *t* test). Source data are provided as a Source Data file. Data represent one (**f**) or at least two independent experiments (**d**, **e**, **g**, **h**).

## Discussion

m^6^A is the most common modification in mRNA. Here, we unveil a critical role of METTL3-mediated m^6^A methylation in the homeostasis and antitumor immunity of NK cells. The TME downregulated METTL3 protein expression in NK cells via TGF-β and decreased METTL3 protein expression was accompanied by weaker effector functions and reduced m^6^A levels of NK cells. Moreover, METTL3 deficiency caused a reduction of NK cells and limited terminal maturation of peripheral NK cells. Moreover, by using several tumor models, we found that tumor-bearing cKO mice displayed more aggressive tumor progression, extensive metastases, and shortened survival compared with those in WT controls. Such consequences resulted from the reduced infiltration and impaired effector functions of METTL3-deficient NK cells in a tumor *niche*. Further results demonstrated that METTL3-mediated m^6^A methylation guaranteed sufficient engagement of AKT-mTOR and MAPK-ERK signaling pathways in response to IL-15 stimulation, presumably through promoting SHP-2 expression. These findings uncover the role of m^6^A methylation in facilitating the homeostasis and tumor immunosurveillance of NK cells.

The core components of the m^6^A methyltransferase complex contain METTL3, METTL14, and WTAP. Among them, only METTL3 is the catalytically active subunit^22^. We found a positive correlation between mRNA expression of *METTL3* and NK cell effector function-related gene module in different human tumors. Further analysis revealed that TGF-β, a cytokine enriched within the TME, induced downregulation of METTL3 protein expression, while the m^6^A “reader” YTHDC1, YTHDC2, YTHDF2, and “eraser” FTO, ALKBH5 remained unchanged. Decreased METTL3 protein expression induced by TGF-β treatment or using shRNA led to reduced m^6^A levels in NK cells. These findings highlight the potential role of METTL3 in regulating NK cell functionality and m^6^A methylation. As such, we generated cKO mice with specific deletion of *Mettl3* mRNA in NKp46^+^ cells to investigate the effects of METTL3-mediated m^6^A methylation on NK cell homeostasis and anti-tumor activity. However, we did not exclude regulatory functions of other molecules for m^6^A modification in NK cells, which still deserve further investigation.

Previous studies show elevated METTL3 expression in gastric cancer tissues and acute myeloid leukemia (AML) cells, which promotes tumor cell proliferation and thereby facilitates cancer progression^28,47,56^. However, unlike the expression pattern in tumor cells, we found that tumor cells downregulated METTL3 protein expression in NK cells in a TGF-β-dependent manner, which could further impair NK cell functionality. For AML cells, METTL3-mediated m^6^A methylation promotes the translation of *c-MYC*, *BCL2*, and *PTEN*, leading to the decreased level of phosphorylated AKT^28^. In contrast, METTL3 is required for sufficient phosphorylation of AKT of NK cells in response to IL-15. These findings suggest that, with tumor progression, METTL3 expression pattern and intrinsic signaling pathway might be different for tumor cells and immune cells. Effects of METTL3 inhibition on anti-tumor immunity should be taken into consideration when evaluating METTL3 as a therapeutic target for cancer therapy.

At a steady-state, METTL3 deficiency resulted in a reduction of NK cell numbers in multi-organs, whereas the apoptosis, proliferation, and cell cycle of NK cells were barely affected. Upon tumor challenge or IL-15 treatment, NK cell reduction was more profound in cKO mice, and IL-15-driven proliferation, survival, and activation were impaired in METTL3-deficient NK cells. Regarding IL-15-induced downstream signaling pathways, we observed that METTL3 deficiency did not significantly impact the JAK-STAT5 engagement, whereas the AKT-mTOR, and MAPK-ERK signaling pathways were strongly affected. It has been reported that phosphorylation of AKT or mTOR required a high dose of IL-15, whereas a low concentration of IL-15 was sufficient to activate STAT5^49^. The enhanced changes between METTL3-deficient and METTL3-sufficient NK cells under high levels of IL-15 might reflect the differential contribution of IL-15R downstream signaling pathways under different levels of IL-15 stimuli. The JAK-STAT5 signaling pathway may be sufficient for the survival of NK cells at a steady-state with a low concentration of IL-15. However, in response to high levels of IL-15, the PI3K-AKT signaling pathway is indispensable for the proliferation and effector functions of NK cells, thereby sustaining the antitumor immunosurveillance of NK cells.

The importance of SHP-2 in mediating IL-15-induced ERK activation in NK cells has been defined, and its function of positive regulation of MAPK has also been well-characterized^55^. In our study, we found that *Ptpn11* is directly targeted by METTL3-mediated m^6^A modification via MeRIP-seq and METTL3-RIP-seq analysis. The proteomic analysis further revealed reduced protein expression of SHP-2 in METTL3-deficient NK cells, but its transcriptional expression level was unaltered. 

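In the mRNA-seq samples of splenic NK cells, Ptpn11, the gene of SHP-2 (chromosome 5 of GRCm38, 121130533 to 121191397, minus strand), had 7869, 7434 and 7484 normalized counts in WT samples 1, 2 and 3. It had 6838, 6913 and 7243 in cKO samples 1, 2 and 3. The means were 7596 ± 238 (SD, n = 3) in WT and 6998 ± 215 (SD, n = 3) in cKO. The log2 fold change was −0.12 (standard error 0.0366, 95% confidence interval −0.19 to −0.04), a change of −7.87%, with a limma adjusted p of 0.0122 over all genes. The 3 cKO samples were all below the 3 WT samples (exact permutation test, two-sided, p = 0.1, the smallest p possible). With the samples scaled to equal totals in place of the authors' size factors, the log2 fold change was −0.069 and the adjusted p was 0.145, where the adjusted p over all alternatives ran from 0.000719 to 0.145. With each sample left out in turn, the log2 fold change stayed between −0.14 and −0.093, and the adjusted p was above 0.05 without WT sample 1 and without cKO sample 1. The gene did not meet the paper's rule for differential expression in any of these settings.

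**Figure D2:**
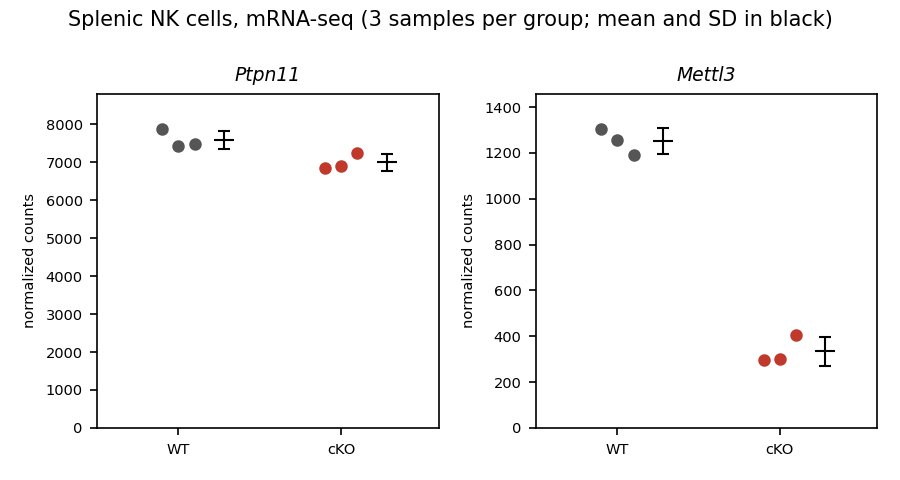
Normalized counts (y axis) of Ptpn11 and Mettl3 in splenic NK cells of WT and cKO mice (x axis), with 1 point per sample and the mean and SD in black. Ptpn11 lies between 6838 and 7869 in all 6 samples, and Mettl3 falls from 1251 to 334 on average.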

Studies have demonstrated that, in the cytoplasm, m^6^A-modified mRNAs bind to specific “reader” proteins that promote mRNA translation^20,22,23,57^. Furthermore, METTL3 could promote translation of target mRNAs via recruiting translation initiation factors^58^, and m^6^A residues within the 5′ UTR also promote translation in a cap-independent manner^59^. Considering METTL3 and m^6^A methylation can affect protein expression in different ways, the precise mechanism of translational regulation of SHP-2 by METTL3 still needs further investigation. Additionally, controlling mRNA degradation is a major mechanism of m^6^A biology. m^6^A methylation could indirectly regulate the expression of certain molecules by degrading the mRNA of their co-regulators^60^. Whether the mRNA levels of SHP-2 suppressors are degraded by m^6^A methylation, thereby affecting SHP-2 protein expression, is also unknown.

Altogether, our study reports the importance of METTL3-mediated m^6^A methylation in regulating homeostasis and anti-tumor immunity of NK cells through retention of intact IL-15-dependent signaling pathways. These findings provide insights into NK cell-based or METTL3-related therapeutic strategies for different cancer types.

## Methods

### Mice

C57BL/6 (B6) mice were purchased from the Beijing Vital River Company (Beijing, China). *Mettl3*^fl/fl^ mice were described before^36^. *Ncr1*^Cre/+^ mice were obtained from Zhongjun Dong (Tsinghua University, Beijing, China). *Ncr1*^Cre/+^-*Mettl3*^fl/fl^ mice were generated by crossing *Ncr1*^Cre/+^ mice with *Mettl3*^fl/fl^ mice. All mice had a B6 background and were maintained and treated in a specific pathogen-free facility in accordance with the ethical guidelines for experimental animals approved by the Institutional Animal Use and Care Committee at the University of Science and Technology of China. Mice aged between 6 and 10 weeks were used. Animals were maintained at 21 ± 1 °C, in 40–70% humidity, and with a 12 h light/dark cycle (from 8 a.m. to 8 p.m.).

### Peripheral blood from healthy humans

Fresh peripheral blood mononuclear cells (PBMCs) were obtained from the First Affiliated Hospital of Anhui Medical University (Hefei, China). All specimens were obtained and collected with informed consent obtained from the participants by using a protocol approved by the Ethics Review Board of the University of Science and Technology of China.

### Cell lines and plasmids

The B16/F10, 293T, and YAC-1 cell lines were purchased from the cell bank of the Chinese Academy of Sciences (Shanghai, China). The MC38 cell line was gifted by Yangxin Fu (Southwestern Medical Center, University of Texas, Houston, TX, USA). RMA cell line was gifted by Shuren Zhang (Cancer Hospital and Institute, Chinese Academy of Medical Sciences, Beijing, China). RMA-S cell line was gifted by Zhongjun Dong. NK92 cell line was purchased from the American Type Culture Collection (CRL-2407, ATCC, Manassas, VA, USA). All cell lines were tested negative for mycoplasma contamination. YAC-1, 293T, RMA, and RMA-S cell lines were cultured in RPMI 1640 medium (Hyclone, South Logan, UT, USA) and supplemented with 10% fetal bovine serum (FBS) (Gibco, Carlsbad, CA, USA) and 100 U/mL Penicillin and 0.1 mg/mL Streptomycin solution (Beyotime, Shanghai, China). B16/F10 and MC38 cell lines were cultured in DMEM medium (Hyclone) and supplemented with 10% FBS and 1% Penicillin-Streptomycin solution. NK92 cell line was cultured in αMEM (Gibco) and supplemented with 0.2 mM inositol (Sigma–Aldrich, Saint Louis, MO, USA), 0.1 mM β-mercaptoethanol (Sigma-Aldrich), 0.02 mM folic acid (Sigma-Aldrich), 100-200 U/mL recombinant IL-2 (Genscript, Nanjing, Jiangsu, China), 1% Penicillin–Streptomycin solution, 10% horse serum (Gibco) and 10% FBS. The pLIVE-IL-15 plasmid was generated as described previously^51^, and the pLIVE plasmid was used as a control. Hydrodynamic injection of pLIVE-IL-15 and pLIVE plasmids into mice was undertaken as reported previously^61^.

### Tumor models

To induce the development of liver metastases, mice were intrasplenically (i.s.) inoculated with 2 × 10^5^ MC38 or B16/F10 cells in 50 μL of PBS, followed by splenectomy 3 min after injection; PBS-injected mice were used as controls. For the induction of pulmonary metastases, mice were intravenously (i.v.) inoculated with 2 × 10^5^, 2.5 × 10^5^, or 5 × 10^5^ MC38 or B16/F10 cells in 200 μL of PBS. Mice were sacrificed at indicated time points after the injection of tumor cells. For the liver or pulmonary metastasis model, all mice died or were humanely euthanized within 10 weeks after tumor inoculation. For the subcutaneous tumor model, mice were subcutaneously (s.c.) inoculated with 2 × 10^5^ MC38 cells. Subcutaneous tumors were measured by caliper for every three days, and the volume was calculated as 0.5 × length × width × width. Mice were euthanized when tumors grew to larger than 1000 mm^3^.

### Transient transfection and lentivirus infection

To generate lentivirus to infect NK92 cells, 293T cells were co-transfected with pSLenti-U6-shRNA-CMV-EGFP-F2A-Puro-WPRE expressing *METTL3*-specific shRNA, or with corresponding control plasmids with the packaging constructs pLP/VSVG and pLP2. These three plasmids were purchased from Obio Technology Corp., Ltd. (Shanghai, China). For transduction, lentivirus was added to NK92 cells in the presence of 8 μg/mL polybrene. Then, the samples were centrifuged for 60 min at 32 °C and 1800*g* and incubated overnight at 37 °C before replacing the medium with a regular growth medium. shRNA-NK92 cells were purified by FACS with FACSAria Fusion (BD Biosciences, San Diego, CA, USA), the efficiency of knockdown was verified by flow cytometry (BD Biosciences). The sequence of shRNA for human *METTL3* was: 5′-GCAAGAATTCTGTGACTAT-3′. The sequence of shRNA for control was: 5′-CCTAAGGTTAAGTCGCCCTCG-3′.

### Cell isolation

For liver mononuclear cells (MNCs) isolation, the liver was harvested, and tissue passed through a 200-gauge mesh, which was resuspended in 40% Percoll (GE Healthcare, Chicago, IL, USA), and overlaid carefully onto 70% Percoll. After centrifugation, liver MNCs were collected from the interphase. Splenocytes were homogenized gently and erythrocytes lysed. For lung MNCs, lungs were excised, minced, and digested for 60 min at 37 °C with RPMI 1640 medium (Hyclone) containing 1 mg/mL collagenase I (Sigma-Aldrich) and 5% fetal calf serum (Gibco, Carlsbad, CA, USA). Subsequently, the digestion products were resuspended in 40% Percoll and overlaid carefully onto 70% Percoll. After centrifugation, lung MNCs were collected from the interphase.

### Depletion of NK cells

For depletion of NK cells, mice were intraperitoneal injection of 200 μg anti-NK1.1 mAb (PK136 and purified from cell supernatants in-house) or 50 μL of rabbit anti-mouse ASGM1 (Wako Pure Chemical Industries. Osaka, Japan) Ab 24 h before tumor-cell inoculation, followed by mAb injection weekly. Totally, 200 μg Rat IgG mAb or 200 μL of PBS was injected respectively as control.

### Purification of NK cells

Splenocytes were harvested from *Mettl3*^fl/fl^-*Ncr1*^Cre/+^ mice or *Mettl3*^fl/fl^ mice, and incubated with anti-NKp46 mAb (Biolegend, San Diego, CA, USA) at 4 °C, followed by labeling of anti-PE MicroBeads (Miltenyi Biotec, Bergisch Gladbach, Germany). Then NK cells were sorted with a magnetic-activated cell separation system by using LS Columns (Miltenyi Biotec). When the purity of NK cells was less than 90%, NK cells would be further sorted by using BD FACSAriaII or FACSAria Fusion (BD Biosciences). The purity of the sorted cell populations was greater than 95%.

### Antibodies and flow cytometry

The detailed information about flow antibodies used in this study was provided in Supplementary Table 1.

For staining of cell surface molecules, cells were pre-incubated with rat serum to block Fc receptors and stained with indicated antibodies for 30 min at 4 °C.

For staining of intracellular Ki67, cytokines or granules, cells were stimulated for 4 h with 30 ng/mL PMA (Sigma-Aldrich) and 1 μM ionomycin (Sigma-Aldrich) in the presence of 2.5 μg/mL monensin (eBioscience, San Diego, CA, USA). After stimulation, cells were stained for surface markers, fixed, and permeabilized with FoxP3 fixation buffer (Thermo Fisher Scientific) according to manufacturer instructions. Fixed cells were stained with indicated antibodies. For CD107a staining, the CD107a mAb was incubated with the cells at the beginning of PMA/ionomycin stimulation. For staining of transcription factors, METTL3 and Bcl2, cells were fixed, permeabilized with FoxP3 fixation buffer, following staining of cell surface molecules, and then stained with indicated antibodies.

For intracellular phospho-staining, cells were firstly surface stained, followed by stimulated with rmIL-15 (50 ng/mL) for 1 h. After stimulation, cells were fixed with BD Phosflow Fix Buffer I (BD Biosciences) and permeabilized with BD Phosflow Perm Buffer III (BD Biosciences) according to manufacturer instructions. Fixed cells were stained with indicated phospho-antibodies.

Sample events were collected on BD flow cytometers (BD LSR II, LSR Fortessa, and LSRfortessa X20; BD Biosciences) and were analyzed using FlowJo (Tree Star, Ashland, OR, USA).

### m^6^A RNA methylation quantification

TGF-β-treated mouse NK cells and the shRNA-NK92 cells were resuspended in TRIzol (Thermo) for total mRNA extraction by using the Direct-zol RNA Miniprep kit (Zymo Research, CA, USA, Cat # R2052) according to manufacturer instructions. mRNA concentration was detected with NanoDrop one (Thermo). The process of m^6^A methylation quantification was performed by EpiQuik m6A RNA Methylation Quantification Kit (Colorimetric) (Epigentek, NY, USA, Cat # P-9005-96) according to manufacturer instructions.

### Labeling of RMA cells and RMA-S cells and in vivo cytotoxicity

RMA cells or RMA-S cells were labeled, respectively, with CellTrace CFSE or Violet (CTV) Cell Proliferation Kit according to manufacturer (Thermo Fisher Scientific, Cat # C34554 for CFSE, Cat # C34557A for CTV) instructions. Briefly, RMA cells or RMA-S cells were resuspended with RPMI 1640 medium (10^6^/mL), and mixed with an identical volume of staining solution of CFSE or CTV (final concentration = 5 μM). Cells were incubated for 20 min at 37 °C, and then RPMI 1640 medium was added, followed by incubation at 37 °C for 5 min and centrifugation. The cell pellet was resuspended with PBS. CFSE-labeled RMA (5 × 10^6^) and CTV-labeled RMA-S cells (1.5 × 10^7^) were mixed well and transferred (i.v.) into WT mice or cKO mice. Sixteen hours later, recipient mice were harvested for flow cytometry.

### Labeling of YAC-1 and in vitro cytotoxicity

YAC-1 cells were labeled with CTV (Thermo Fisher Scientific) as described above. Splenocytes were stimulated with recombinant mouse (rm) IL-12 (20 ng/mL, Peprotech), rmIL-15 (20 ng/mL, Peprotech) and rmIL-18 (10 ng/mL, R&D, Minneapolis, MN, USA) for 18 h. Then, the stimulated splenocytes (5 × 10^6^) were cocultured with CTV-labeled YAC-1 cells (5 × 10^4^) for 4 h, followed by an analysis of the BD flow cytometer.

### Staining with hematoxylin and eosin

Tissues of the liver and lung were fixed in 4% paraformaldehyde and embedded in paraffin. Tissue sections of 5 μm thickness were cut and stained with hematoxylin and eosin, which was carried out by Servicebio (Wuhan, China).

### Cell-cycle detection

The general procedure has followed the instructions of the manufacturer (BD Pharmingen BrdU Flow kits, Cat # 51-2354AK). Briefly, splenocytes from WT or cKO mice were treated with BrdU (1 mM) for 24 h, followed by cell-surface staining and fixation and permeabilization. The splenocytes were then treated with DNase and stained with anti-BrdU Abs. Finally, 7-AAD was added, and the cells were collected for flow cytometry.

### Immunofluorescence

For staining of NK cells and IL-15, paraffin sections of the lung- and liver tissue were de-waxed following fixation and embedding, rehydrated, and subjected to heat-induced epitope retrieval. Then, sections were incubated with polyclonal goat anti-mouse NCR1 (R&D) or polyclonal rabbit anti-mouse IL-15 (Thermo) at 4 °C overnight, followed by incubation with Alexa Fluor 647 Donkey anti-Goat IgG or Alexa Fluor 647 Donkey anti-Rabbit IgG (Thermo) respectively at 37 °C for 1 h. Thereafter, sections were stained with DAPI (Thermo) for 5 min and scanned by an LSM880 confocal laser scanning microscope (Carl Zeiss, Gottingen, Germany), followed by analyses by using ZEN 2012 and ZEN blue 3.1 (Carl Zeiss).

### ELISA

Purified NK cells were resuspended with RPMI 1640 complete medium and plated on a 96-well plate (5 × 10^5^ per 200 μL per well). NK cells were treated with rmIL-15 (50 ng/mL; Peprotech,) for 9 days. The concentration of IFN-γ and GzmB in the NK-cell culture supernatant was measured by ELISA kits (Multisciences, Hangzhou, China, Cat # EK280/3-96 for IFN-γ, Cat # EK2173-96 for Gzm B) according to manufacturer instructions.

### RT-qPCR

 For cytokine detection in the TME, total mRNA was isolated from liver tissue using TRIzol Reagent (Invitrogen, Carlsbad, CA, USA). RT-qPCR was done using TB Green Premix Ex Taq (TaKaRa Biotechnology, Shiga, Japan) with Light Cycler 96 (Roche, Basel, Switzerland) according to manufacturer instructions. For analyses, the expression of target genes was normalized to that of the housekeeping gene *β-actin*. cDNA fragments were amplified using the gene-specific primers provided in Supplementary Table 2.

### Immunoblotting

Fresh purified NK cells were lysed in M-PER Mammalian Protein Extraction Reagent (Thermo). Then, samples were run on precast 4–12% Bis–Tris protein gels (Genscript). Separated proteins were transferred to polyvinylidene fluoride (PVDF) membranes and blocked with 5% *w/v* skimmed milk at room temperature for 1 h. Then, PVDF membranes were incubated with primary antibodies in 5% w/v skimmed milk in Tris-buffered saline containing 0.1% Tween-20 at 4 °C overnight, then incubated with Anti-rabbit IgG, HRP-linked Ab (Cell Signaling Technology, Danvers, MA, USA) for 1 h at room temperature. To detect several proteins on the same PVDF membrane, membranes were processed with western stripping buffer (Beyotime) and reincubated with primary Abs. Chemiluminescence autoradiography was used to detect protein bands. The primary Abs for METTL3, WTAP, YTHDC2, YTHDC1, YTHDF1, ALKBH5, FTO, SHP2, AKT, p-AKT S473, STAT5, p-STAT5 Y694, Lamin B1, mTOR, p-mTOR Ser2448, p38 MAPK, p-p38 MAPK Thr180/Tyr182, and β-actin were purchased from Cell Signaling Technology; primary Ab SOCS3 was purchased from Abcam. The Anti-rabbit IgG, HRP-linker antibody was purchased from Cell Signaling Technology. The dilution of all antibodies used for immunoblotting was 1:1000.

### Metabolic assays

Measurement of the oxygen consumption rate (OCR) was conducted by using Agilent Seahorse XF Cell Mito Stress Test Kit (Agilent, Cedar Creek, Texas, USA, Cat # 103015-100) according to manufacturer instructions. Briefly, splenic NK cells (4 × 10^5^ cells per well) were plated on Cell and Tissue Adhesive (Corning, Corning, NY, USA)-pretreated Seahorse plates in XF media (25 mM glucose, 2 mM glutamine, 1 mM pyruvate) and evaluated using an XF-96 Extracellular Flux Analyzer (Agilent Technologies, Santa Clara, CA, USA). The basal OCR was measured for 30 minutes. Cells were treated with oligomycin (2 mM), Carbonyl cyanide-4-(trifluoromethoxy) phenylhydrazone (FCCP, 1.5 mM), and 1 mM-each of rotenone and antimycin A to measure maximum respiration and excess respiratory capacity. All reagents were purchased from Agilent Technologies.

### Cell culture and cytokine treatment

To study the responsiveness of NK cells to IL-15, splenocytes were resuspended with RPMI 1640 medium and plated on 24-well plates. Then splenocytes were treated with rmIL-15 (Peprotech, 100 ng/mL) for 1, 2, 3, 5, 7, or 9 days, followed by flow cytometry. To investigate the influence of cytokines on METTL3 expression in NK cells, we treated splenocytes with rmIL-17F (25 ng/mL, Peprotech), rmIL-27 (25 ng/mL, Peprotech), rmIL-10 (25 ng/mL, Peprotech), rmIL-15 (25 ng/mL, Peprotech), rmTGF-β (25 ng/mL, R&D) and rmIL-18 (25 ng/mL, R&D) for 3 days. To study the effect of MC38 cells on METTL3 expression in NK cells, purified NK cells were cocultured with MC38 cells under the stimulation of rmIL-15 (10 ng/mL) with the presence or absence of SIS3 (20 μM, APExBIO, Houston, TX, USA) or GW788388 (20 μM, APExBIO) for 2 days. To observe the effects of SHP-2 on the NK cells, splenocytes were treated with rmIL-15 (50 ng/mL, Peprotech) with or without SHP-2 inhibitor SHP099 (4 μM, Selleck, Houston, TX, USA) for 3 days.

### mRNA-seq and analyses

Splenic NK cells from WT or cKO mice were purified via FACS using BD FACSAriaII (BD Biosciences). Total mRNA was extracted using the Direct-zol RNA Miniprep kit (Zymo Research). RNA-seq library preparation and high-throughput sequencing were performed by Novogene (Beijing, China) using Illumina Hiseq PE150. RNA-sequencing reads were aligned to the mouse reference GRCm38 genome with Hisat2 (Version 2.1.0). The number of counts was summarized at the gene level with featureCounts (Version 1.5.0). The following jobs were conducted in the R statistical environment (Version 4.0.5). Differential gene expression analysis was performed with DEseq2 (Version 1.28.1). 

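By the paper's limits on P and fold change, 254 of the 14490 genes were differentially expressed between cKO and WT NK cells in the limma comparison, 159 higher and 95 lower in cKO. With the samples scaled to equal totals, 184 genes were higher and 69 lower. The fold change limit was the stricter part of the rule. An unadjusted p under 0.05 was reached by 6402 genes, and a log2 fold change above 1 or below −1 by 265. Among the 254 genes, 219 also had an adjusted p under 0.05. Of the 254 genes, 75 had a mean of at least 1 CPM, and the others lay under that level. A limit of 1.5-fold moved the count most, to 932 genes. In the authors' deposited table, 232 genes met the rule, 148 higher and 84 lower, and 225 genes were called in both with the same direction.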

Genes with *P* < 0.05 and log_2_FC (fold change) > 1 or log_2_FC < −1 were considered differentially expressed. The volcano plot was drawn with R package ggplot2 (Version 3.3.3). The gene list related to the IL-15R pathway was supplied in Supplementary Table 3.

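Mean normalized counts over the 6 samples ranged within the list of 49 genes from 63.0 for Foxc1 to 178982 for Il2rb. The median gene of the list had 7329 normalized counts, and the median of all 14490 genes was 880. In 33 of the 49 genes the 3 cKO values did not overlap the 3 WT values, where chance gives 10% and 45.7% of all listed genes did not overlap.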

### MeRIP-seq and analyses

For MeRIP-seq of m^6^A, we amplified NK cells in vivo by injection of the pLIVE-IL-15 plasmid for 1–2 months. Splenic NK cells were sorted using BD FACSAriaII (BD Biosciences). Total mRNA was extracted using the Direct-zol RNA Miniprep kit (Zymo Research). MeRIP-sequencing was carried out by LC-BIO Biotech (Hangzhou, China). Briefly, the quality and quantity of total RNA were evaluated with RNA integrity number > 7.0. Poly (A) mRNA was purified and fragmented into oligonucleotides of length ~100 nt. Then, the cleaved RNA fragments were incubated for 2 h at 4 °C with an m^6^A-specific Ab (Synaptic Systems, Goettingen, Germany) in IP buffer (50 mM Tris-HCl, 750 mM NaCl, 0.5% Igepal CA-630) supplemented with bovine serum albumin (0.5 μg/μL). The mixture was incubated with protein-A beads and eluted with elution buffer. Eluted m^6^A-containing fragments and untreated input control fragments were converted to a final cDNA library. The paired-end 2 × 150-bp libraries were sequenced on an Illumina Novaseq 6000 platform at LC-BIO Biotech Limited following their recommended protocol. For analyses of MeRIP-seq results, FastQC (Version 0.11.5), Trimmomatic (Version 0.36), and Cutadapt (Version.1.10) were used for Data Quality Control. HISAT2 (Version.1.0) were used to map reads to the genome of Mus musculus (Version.V90). The R package exomePeak (Version.1.8) was used for Peak Calling and analysis of differential Peaks. CHIPseeker (Version.1.0) was used for Peak annotation. HOMER (Version 4.1) was used for de novo motif finding. The Kyoto encyclopedia of genes and genomes (KEGG) analysis for annotated genes were implemented by KOBAS software (Version.2.1.1) with a *P* value cutoff of 0.05 to judge statistically significant enrichment.

### METTL3-RIP-seq and analyses

For METTL3-RIP-seq, we collected NK cells 1-month post hydrodynamic injection of the pLIVE-IL-15 plasmid. Splenic NK cells of WT mice were sorted using BD the FACSAria Fusion cell sorter (BD Biosciences). NK cells were treated with cell lysis buffer. The 20% lysis sample was stored and named “input”, and 80% was used in immunoprecipitation reactions with anti-METTL3 Ab (Abcam, ab195352) and named “IP”. The RNA of input and IP was extracted and the stranded RNA sequencing library was constructed. The library products corresponding to 200–500 bps were enriched, quantified, and finally sequenced on Novaseq 6000 sequencer (Illumina) with PE150 model. The quality-controlled clean data were mapped to the reference genome of mus musculus GRCm38 using STAR software (Version 2.5.3a) with default parameters. The RSeQC (Version 2.6) was used for reads distribution analysis. The exomePeak (Version 3.8) software was used for peak calling. Peaks were annotated using bedtools (Version 2.25.0). Identified METTL3 peaks with a bed or bam format were adapted for visualization on the IGV software (http://www.igv.org/). The deepTools (Version 2.4.1) were used for peak distribution analysis. The differentially binding peaks were identified by a python script, using the fisher test. De novo sequence motifs enriched in peak regions were identified using Homer (Version 4.10).

### Assay of TCGA datasets

The gene set utilized for the effector-function signatures of NK cells included *NCR1*, *TBX21*, *EOMES*, *CD69*, *DNAM1*, *KLRK1*, *PERF*, *IFNG*, and *GZMB*. Analyses of correlation were undertaken using the GEPIA2 Internet website (http://gepia2.cancer-pku.cn/#index).

### Analyses of microarray and RNA-seq

The microarray data were obtained from liver NK cells of HCC patients or benign patients (GEO accession: GSE120123), including intratumor NK cells, tumor-edge NK cells, and two samples of normal liver NK cells. Differentially expressed genes (DEGs) were analyzed with limma package (3.48.3). The RNA-seq data (GEO accession: GSE153713) of ascites NK cells from ovary cancer patients and normal NK cells from healthy donor peripheral blood. DEGs were analyzed with edgeR package (3.30.3). The NK cell effector function-related genes were selected according to NK cell-related gene sets provided by GSEA. Heatmap plots were drawn with R package pheatmap (Version 1.0.12).

### Mass spectrometry and analyses

Purified NK cells were sorted from splenocytes of WT or cKO mice. The protein extraction and mass spectrometry analysis were conducted by Proteomics Platform of the Human Phenome Institute of Fudan University (Shanghai, China). Briefly, cell samples were lysed, then followed by an ultrasonic break. Protein concentration was determined by the BCA method. The same amount of protein was taken for disulfide bond cleavage (DTT) and reductive alkylation (IAA), followed by adding an appropriate amount of NH_4_HCO_3_ solution and trypsin to hydrolyze sulfate. After enzymolysis, an appropriate amount of acetonitrile (ACN) and formic acid (FA) mixed solution was added to the sample for extraction, and centrifuging at 60 °C to drain. After adding 0.1% FA solution to reconstitute, we performed homemade C18 desalination. ACN solution was used to activate the C18 column and equilibration the C18 column with FA solution. At last, samples were loaded and replace with the peptide was with ACN solution, centrifuging at 60 °C and draining it for mass spectrometry analysis by using EASY-Nlc1200 (HFX, Thermo). MaxQuant was used for sample analyses, and there were 2364-3372 proteins identified in 8 samples.

### Statistical information

Statistical significance was determined using Prism 8.0.2 (GraphPad, San Diego, CA, USA). Two-tailed unpaired or one-way analysis of variance (ANOVA) across multiple groups was used to determine significance. Correlations between variables were evaluated using the Spearman rank correlation test for data from TCGA and GTEx. Correlations between variables were examined using the Pearson rank correlation test for data from mice. The difference in overall survival of mice was assessed using the log-rank test. The differences in Supplementary Fig. 3G and Fig. 5e–h were tested using two-way ANOVA. *P* < 0.05 was considered significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

The mRNA-seq data of NK cells from WT or cKO mice generated in this study have been deposited in the NCBI Gene Expression Omnibus with primary accession code GSE180053. The MeRIP-sequencing and METTL3-RIP-sequencing data generated in this study have been deposited in the NCBI GEO with primary accession codes GSE173326 and GSE173325, respectively. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) via the iProX partner repository^62^ with the project IPX0003021000 and dataset identifier PXD025823 (https://www.iprox.cn//page/project.html?id=IPX0003021000). The microarray data used in this study (GEO accession code: GSE120123) of liver NK cells (intratumor NK cells, tumor-edge NK cells, and normal liver NK cells) from HCC patients or benign patients are publicly available and were downloaded from (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE120123). The RNA-seq data used in this study (GEO accession code: GSE153713) of ascites NK cells (Healthy and Patient) from ovary cancer patients and normal NK cells from healthy donor peripheral blood are publicly available and were downloaded from (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE153713). Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: METTL3-mediated m6A RNA methylation promotes the anti-tumour immunity of natural killer cells
**Source:** Nat Commun. 2021 Sep 17;12:5522. doi: 10.1038/s41467-021-25803-0
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

**METTL3-mediated m<sup>6</sup>A RNA methylation promotes the anti-tumour immunity  
of natural killer cells**

**Hao Song *et al.***

**Supplementary Figures 1-10**

**Supplementary Tables 1-3**

Supplementary Figure 1

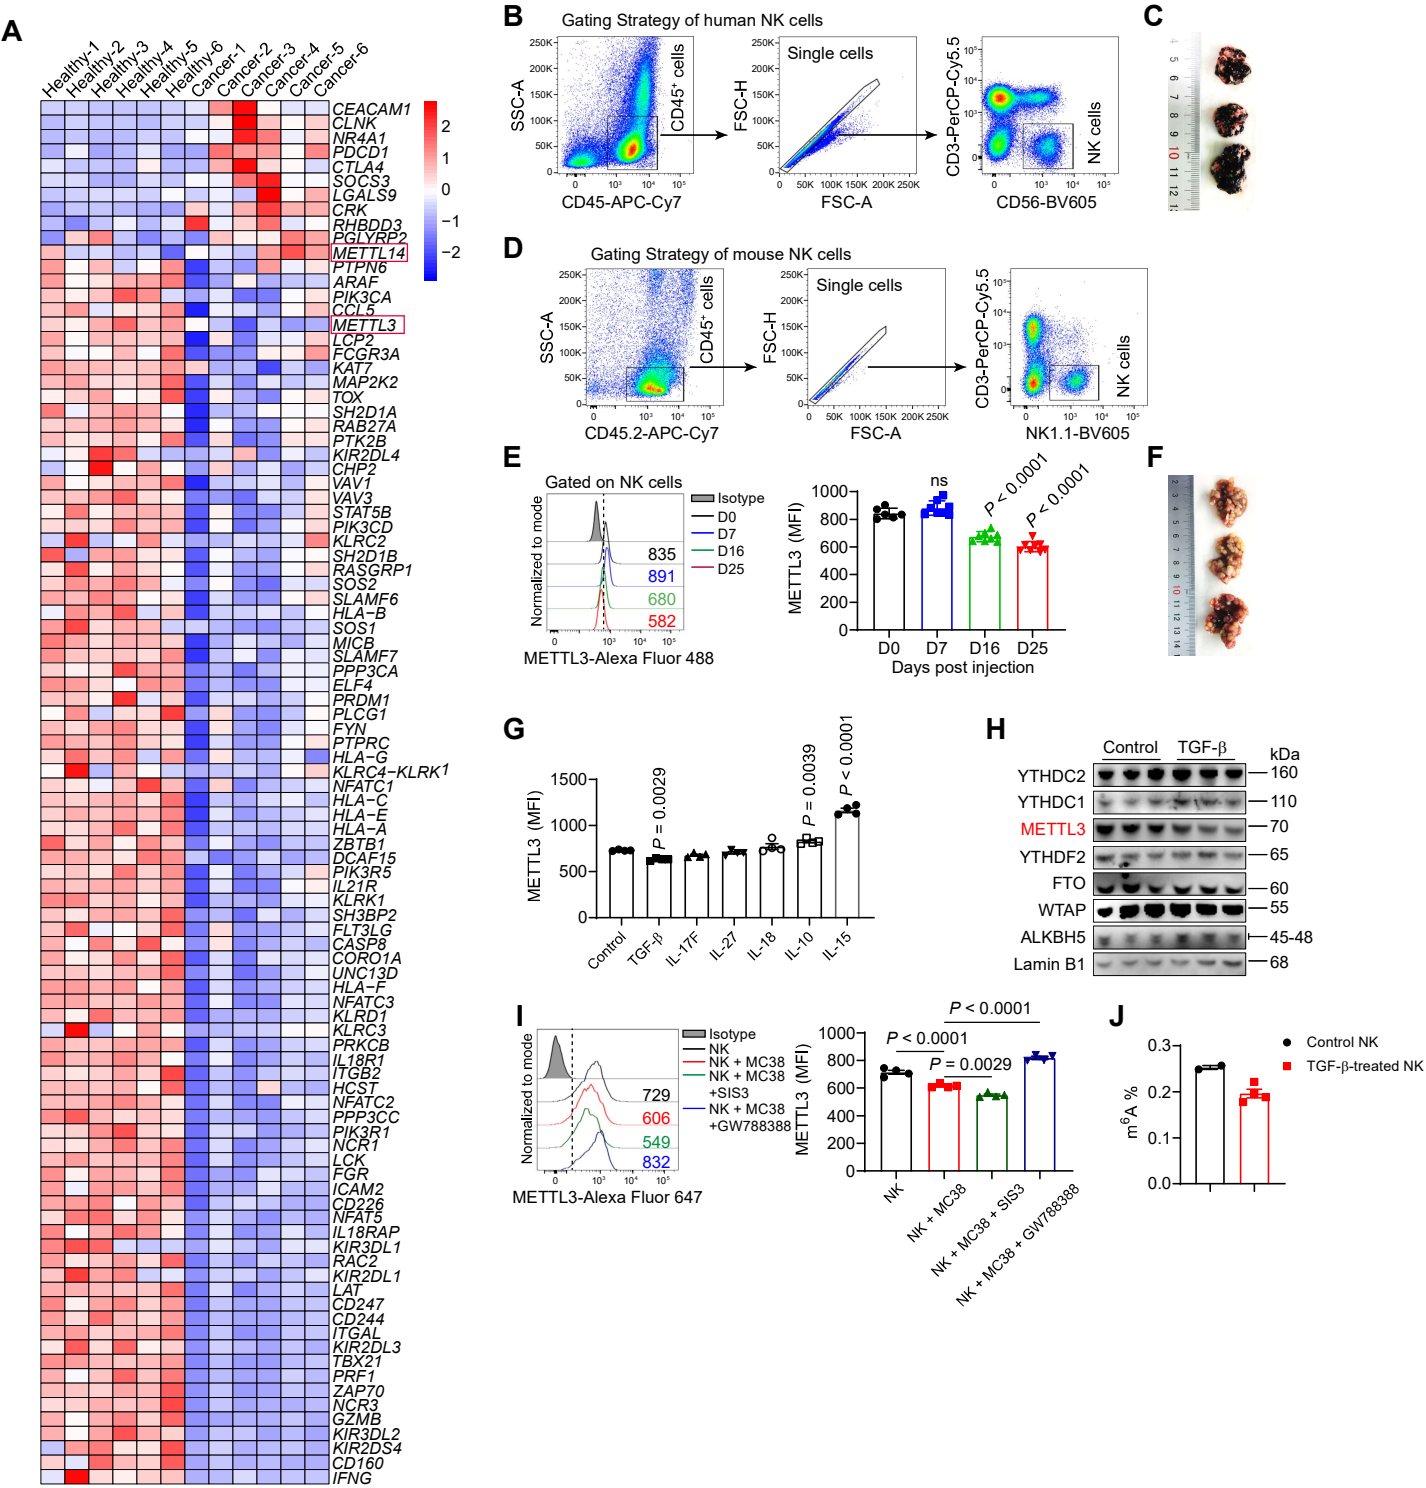

## Supplementary Fig. 1

### TGF- $\beta$ induces decreased expression of METTL3 in NK cells in the TME.

(A) Heatmap showing the NK cell effector function-related genes in ascites NK cells from ovary cancer and NK cells from healthy donor peripheral blood. Data were collected from a public dataset (GSE153713).

(B) Gating strategy for detection of METTL3 within human NK cell populations.

(C) Imaging of lungs from tumor-bearing mice described in Fig. 1d-h.

(D) Gating strategy for detection of METTL3 within mouse NK cell populations. The same gating strategy was applied on all analyses of protein expression on NK cells, except for additional descriptions.

(E) Representative histogram (left) and MFI (right) of METTL3 expression in lung NK cells at indicated time points after intravenous injection of  $5 \times 10^5$  B16/F10 ( $n = 6$  for D0 group;  $n = 8$  for D7, D16 and D25 groups).

(F) Imaging of livers from tumor-bearing mice described in Fig. 1i-m.

(G) MFI of METTL3 expression in NK cells following stimulation of the indicated cytokines (25 ng/mL) for 3 days ( $n = 4$ /group).

(H) Immunoblotting show the expression of m<sup>6</sup>A-related proteins in purified NK cells treated with or without TGF- $\beta$  (25 ng/mL) for 3 days.

(I) Representative histogram (left) and MFI (right) of METTL3 expression in purified NK cells after co-culture with MC38 cells with IL-15 (10 ng/mL) in the absence or presence of SIS3 (20  $\mu$ M) or GW788388 (20  $\mu$ M) ( $n = 4$ /group) for 2 days.

(J) Overall levels of mRNA m<sup>6</sup>A methylation in NK cells treated with or without TGF- $\beta$  (25 ng/mL) for 3 days ( $n = 2$  for Control NK group;  $n = 4$  for TGF- $\beta$  treated NK group).

Each symbol represents an individual mouse (E), or individual well in a cell culture plate (G, I, J). Data are the mean  $\pm$  SEM (ns, not significant; one-way ANOVA (E, G, I)). Source data are provided as a Source Data file. Data represent at least two independent experiments (B-J).

# Supplementary Figure 2

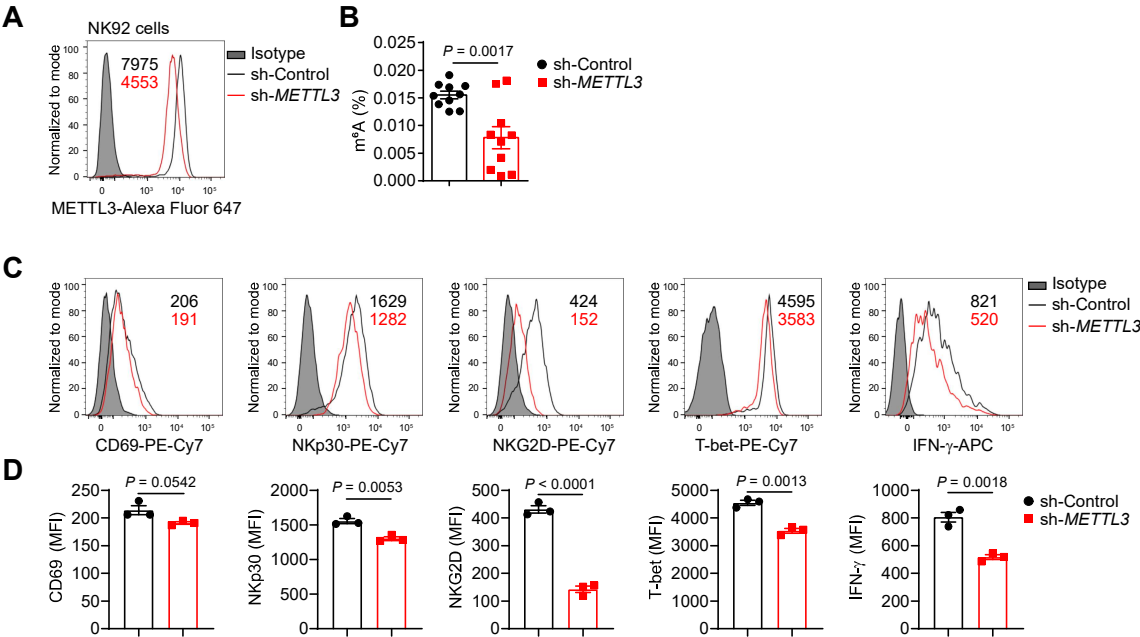

## Supplementary Fig. 2

### **METTL3 correlates with m<sup>6</sup>A levels and functions of NK92 cells.**

(A-D) NK92 cells were transduced with lentiviruses expressing a scramble shRNA (sh-Control) or a shRNA targeting *METTL3* (sh-*METTL3*).

(A) Representative histogram showing the *METTL3* expression in sh-Control-NK92 or sh-*METTL3*-NK92 cells.

(B) Overall levels of mRNA m<sup>6</sup>A methylation in sh-Control-NK92 or sh-*METTL3*-NK92 cells (n = 10/group).

(C and D) Representative histograms (C) and MFI (D) for the expression of the indicated molecules in sh-Control-NK92 or sh-*METTL3*-NK92 cells (n = 3/group).

Each symbol represents an individual well in a cell culture plate (B, D). Data are the mean  $\pm$  SEM (unpaired two-tailed *t*-test). Source data are provided as a Source Data file. Data represent at least two independent experiments (A-D).

# Supplementary Figure 3

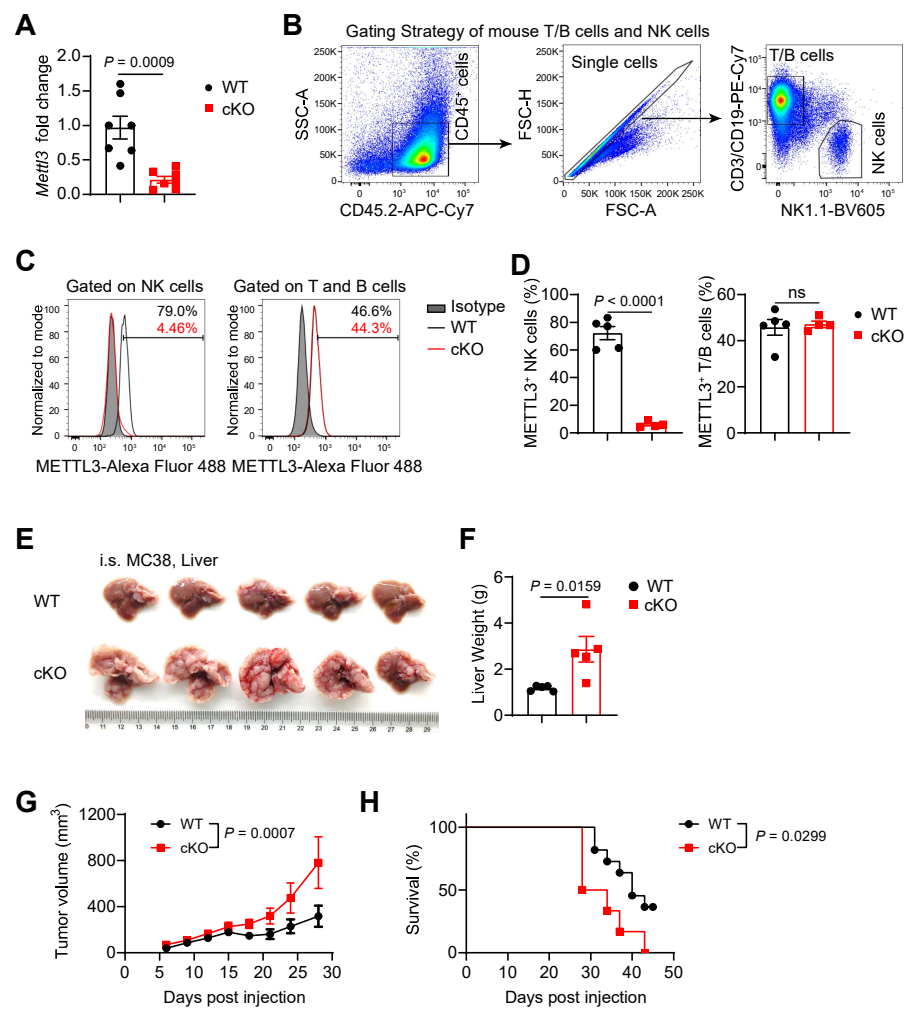

### Supplementary Fig. 3

#### **cKO mice display accelerated tumor progression.**

(A) Fold change of *METTL3* expression in purified NK cells from WT (n=7) and cKO (n=7) mice, determined by RT-qPCR and normalized to *β-actin* expression.

(B) Gating strategy for detection of *METTL3* within NK cell (CD45<sup>+</sup>CD3<sup>-</sup>CD19<sup>-</sup>NK1.1<sup>+</sup>) or T/B (CD45<sup>+</sup>NK1.1<sup>-</sup>CD3<sup>+</sup>/CD19<sup>+</sup>) cell populations.

(C) Representative histograms of the *METTL3* in splenic NK cells or T/B cells of WT mice or cKO mice.

(D) Percentage of *METTL3*-positive cells among NK cells or T/B cells of WT mice (n = 5) or cKO mice (n = 4).

(E and F) Imaging (E) and weight (F) of livers from WT (n = 5) or cKO (n = 5) mice 16 days after intrasplenic injection (i.s.) of 2×10<sup>5</sup> MC38 cells.

(G and H) Tumor volume (G) and survival (H) of WT (n = 11) or cKO (n = 6) mice inoculated with 2×10<sup>5</sup> MC38 cells subcutaneously.

Each symbol represents an individual mouse (D, F, H) or individual well in a cell-culture plate (A). Data are the mean ± SEM (ns, not significant; unpaired two-tailed *t*-test (A, D, F) or two-tailed log-rank (Mantel–Cox) test (H) or two-way ANOVA (G)). Source data are provided as a Source Data file. Data represent one (A) at least two (C-H) independent experiments.

# Supplementary Figure 4

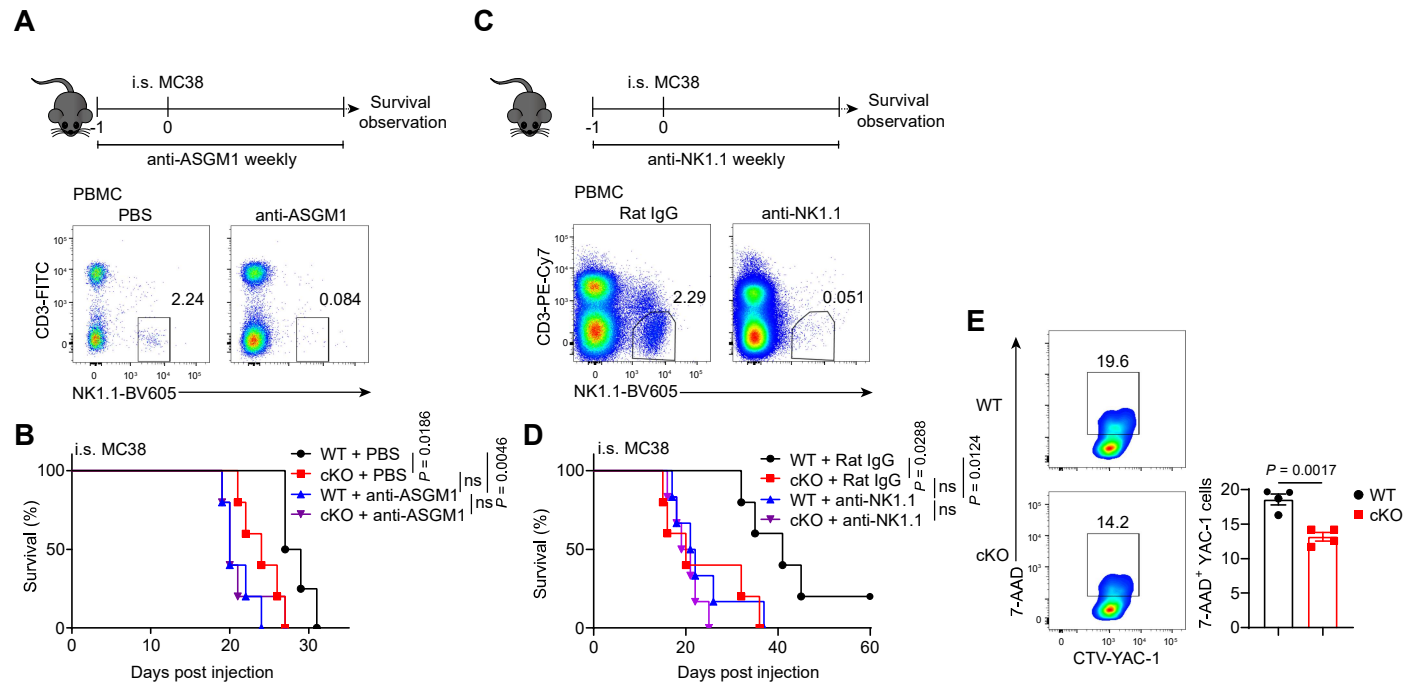

#### **Supplementary Fig. 4**

##### **Accelerated tumor progression in cKO mice depends on NK cells.**

(A) WT or cKO mice were treated with anti-ASGM1 for depletion of NK cells, followed by intrasplenic injection (i.s.) of  $2 \times 10^5$  MC38 cells, and depleting efficiency was assessed by flow cytometry.

(B) Survival of WT mice (n = 4), cKO mice (n = 5), anti-ASGM1-treated WT mice (n = 5) and anti-ASGM1-treated cKO mice (n = 5) in (A).

(C) WT or cKO mice were treated with anti-NK1.1 for depletion of NK cells, followed by intrasplenic injection of  $2 \times 10^5$  MC38 cells, and depleting efficiency was assessed by flow cytometry.

(D) Survival of WT mice (n = 5), cKO mice (n = 5), anti-NK1.1-treated WT mice (n = 6) and anti-NK1.1-treated cKO mice (n = 6) in (C).

(E) Splenocytes were pre-activated by cytokine stimulation and then co-cultured with CTV-labeled YAC-1 cells. Representative plots showing 7-AAD staining (left) and percentages of 7-AAD<sup>+</sup> cells (right) in CTV-labeled YAC-1 cells (n = 4/group).

Each symbol represents an individual mouse (B, D) or individual well in a cell-culture plate (E). Data are the mean  $\pm$  SEM (ns, not significant; unpaired two-tailed *t*-test (E) or two tailed log-rank (Mantel–Cox) test (B, D)). Source data are provided as a Source Data file. Data represent one (B, D) or at least two independent experiments (A, C, E).

# Supplementary Figure 5

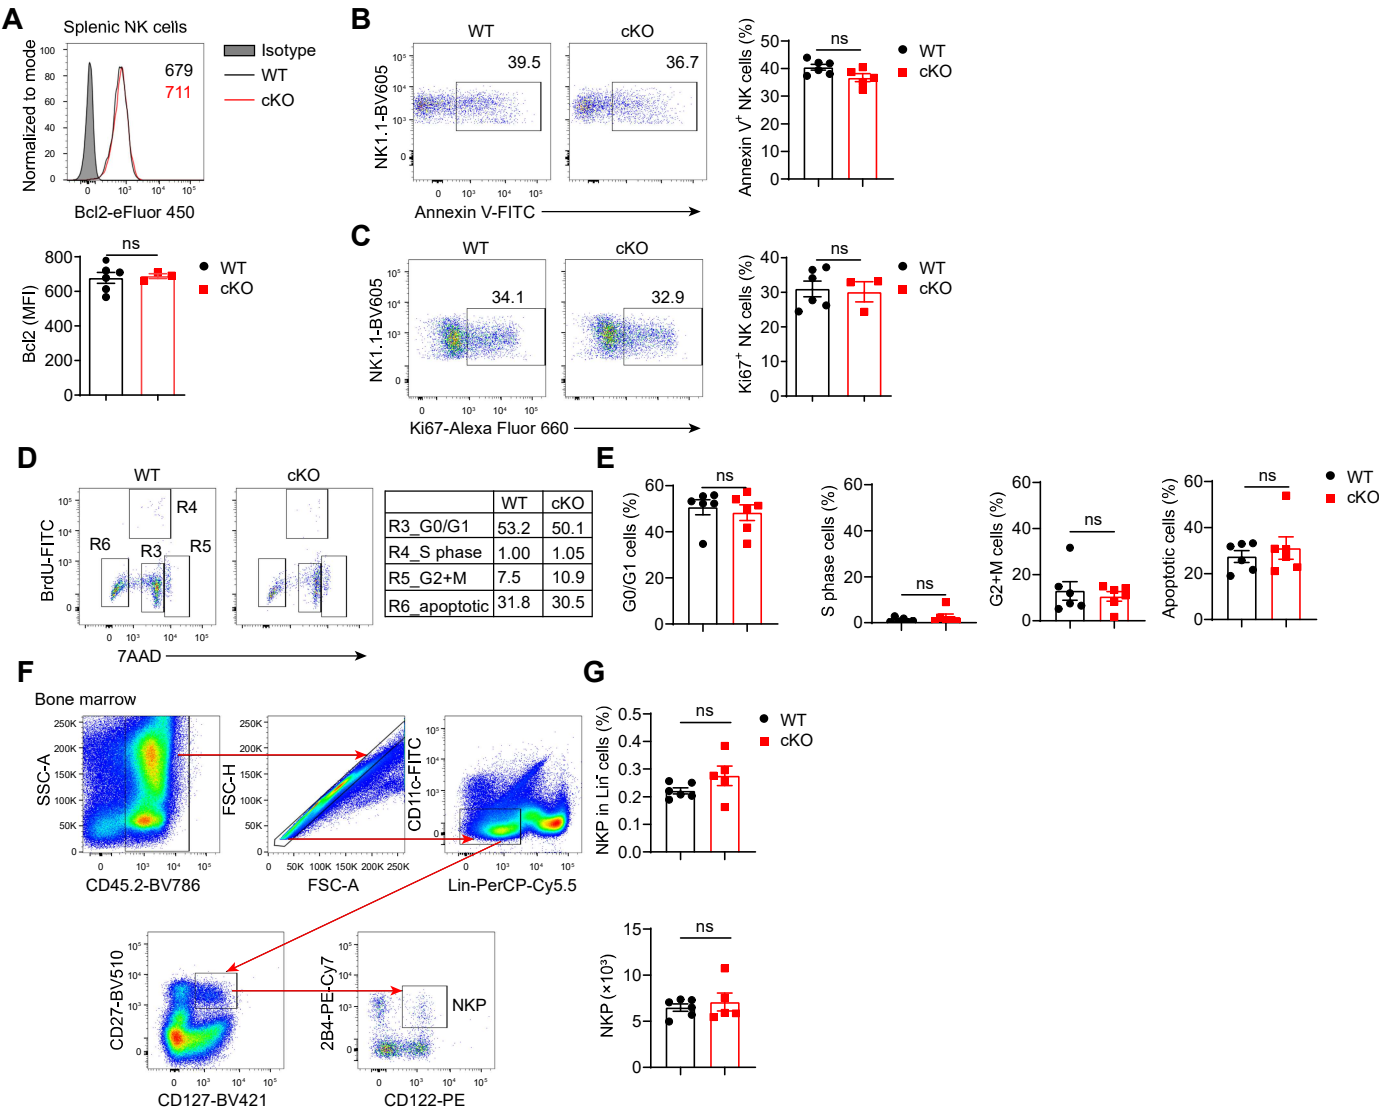

### **Supplementary Fig. 5**

#### **Unaltered NK cell turnover and NKP numbers in cKO mice.**

(A) Representative histogram (top) and MFI (bottom) of Bcl2 expression in splenic NK cells from WT (n = 6) or cKO (n = 3) mice.

(B) Representative plots showing Annexin V staining (left) and percentage of Annexin V<sup>+</sup> cells (right) in NK cells from WT (n = 6) and cKO (n = 5) mice.

(C) Representative plots (left) and percentages (right) of Ki67 expression in NK cells from WT (n = 6) and cKO (n = 3) mice.

(D) Representative plots showing the expression of BrdU and 7-AAD in NK cells.

(E) Percentages of NK cells at the indicated cell-cycle stages from WT (n = 6) and cKO (n = 6) mice.

(F) Representative plots showing gating strategy of NK precursors (NKPs) in bone marrow. Lin represents antibodies including Gr1, CD11b, Ter119, CD3, CD19, and NK1.1.

(G) Percentages (top) and number (bottom) of bone marrow NKPs from WT (n = 6) or cKO (n = 5) mice.

Each symbol represents an individual mouse (A, B, C, E, G). Data are the mean  $\pm$  SEM (ns, not significant; unpaired two-tailed *t*-test). Source data are provided as a Source Data file. Data represent at least two independent experiments (A-G).

# Supplementary Figure 6

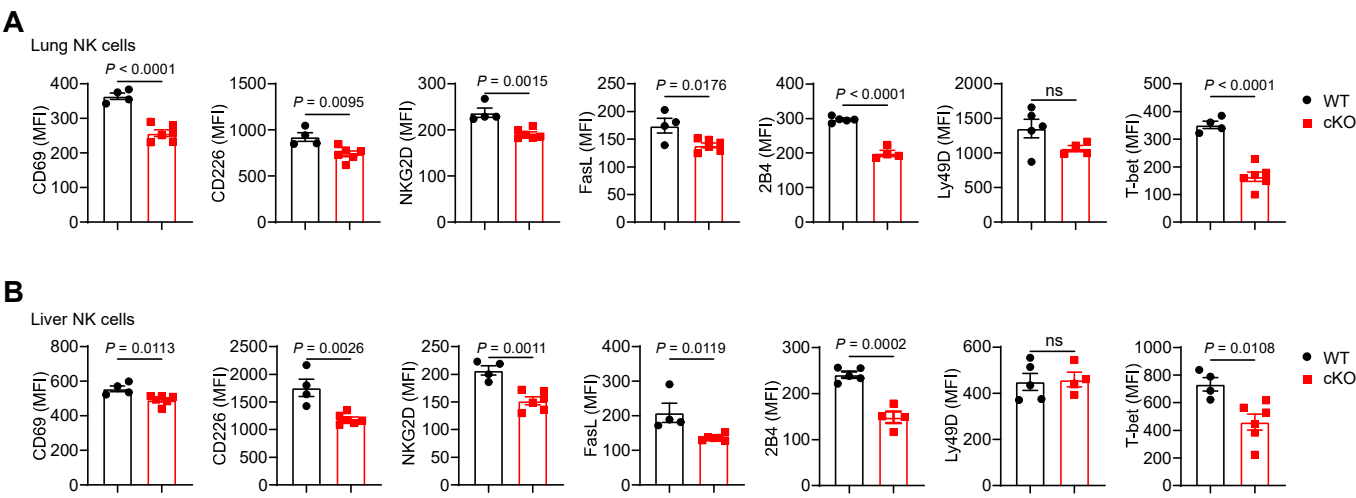

## **Supplementary Fig. 6**

### **Decreased activation molecule expression on NK cells of cKO mice.**

(A and B) MFI of the indicated molecule expression in lung (A) and liver (B) NK cells from WT (n = 5 for 2B4 and Ly49D, n = 4 for other molecules) or cKO mice (n = 4 for 2B4 and Ly49D, n = 6 for other molecules).

Each symbol represents an individual mouse (A, B). Data are the mean  $\pm$  SEM (ns, not significant; unpaired two-tailed *t*-test). Source data are provided as a Source Data file. Data represent at least three independent experiments (A-B).

# Supplementary Figure 7

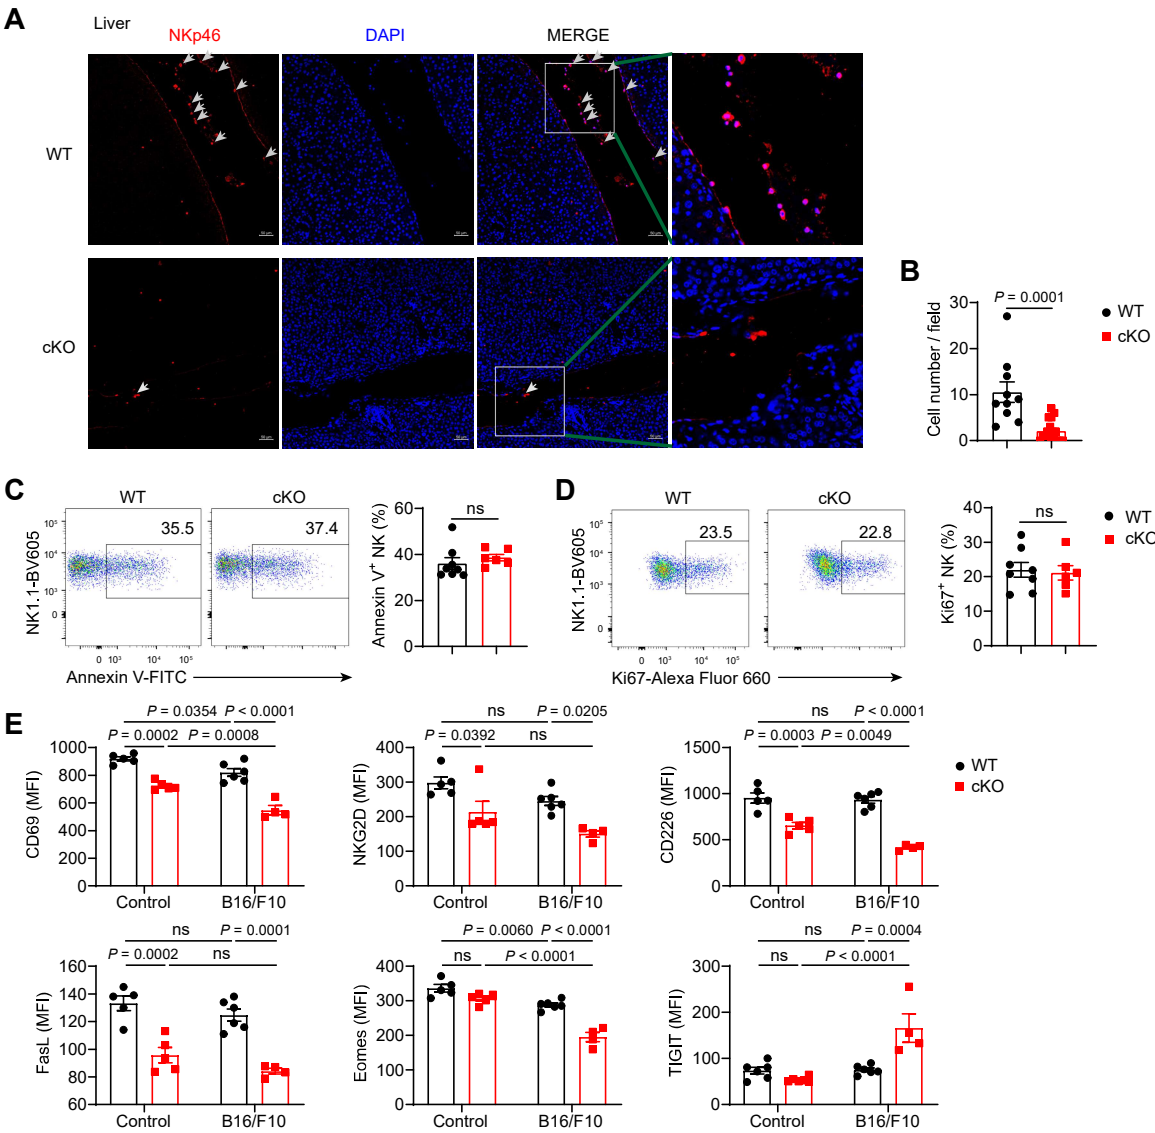

## Supplementary Fig. 7

### **METTL3 supports NK cell infiltration and activation in the TME.**

(A) Immunofluorescence staining of the liver with anti-NKp46 (red) and DAPI (blue) from WT or cKO mice 25 days after intravenous injection with  $2 \times 10^5$  B16/F10 cells. Scale bar, 50  $\mu$ m. The arrows indicate NK cells.

(B) NKp46-positive cell number per field (n = 10 for WT group; n = 17 for cKO group).

(C) Representative plots showing Annexin V staining (left) and percentage of Annexin V<sup>+</sup> cells (right) in lung NK cells from WT (n = 8) and cKO (n = 6) mice 16 days after intravenous injection with  $5 \times 10^5$  B16/F10 cells.

(D) Representative plots (left) and percentages (right) of Ki67 expression in lung NK cells from WT (n = 8) and cKO (n = 6) mice as indicated in (C).

(E) MFI of the indicated molecule expression in liver NK cells from WT (n = 6 (TIGIT) or 5 (other molecules) for control group; n = 6 for B16/F10 group) or cKO mice (n = 6 (TIGIT) or 5 (other molecules) for control group; n = 4 for B16/F10 group) 23 days after intravenous injection with  $2 \times 10^5$  B16/F10 cells.

Each symbol represents an individual mouse (C, D, E) or individual field of microscope (B). Data are the mean  $\pm$  SEM (ns, not significant; unpaired two-tailed *t*-test (B, C, D) or one-way ANOVA (E)). Source data are provided as a Source Data file. Data represent one (A-B) or two (C-E) independent experiments.

# Supplementary Figure 8

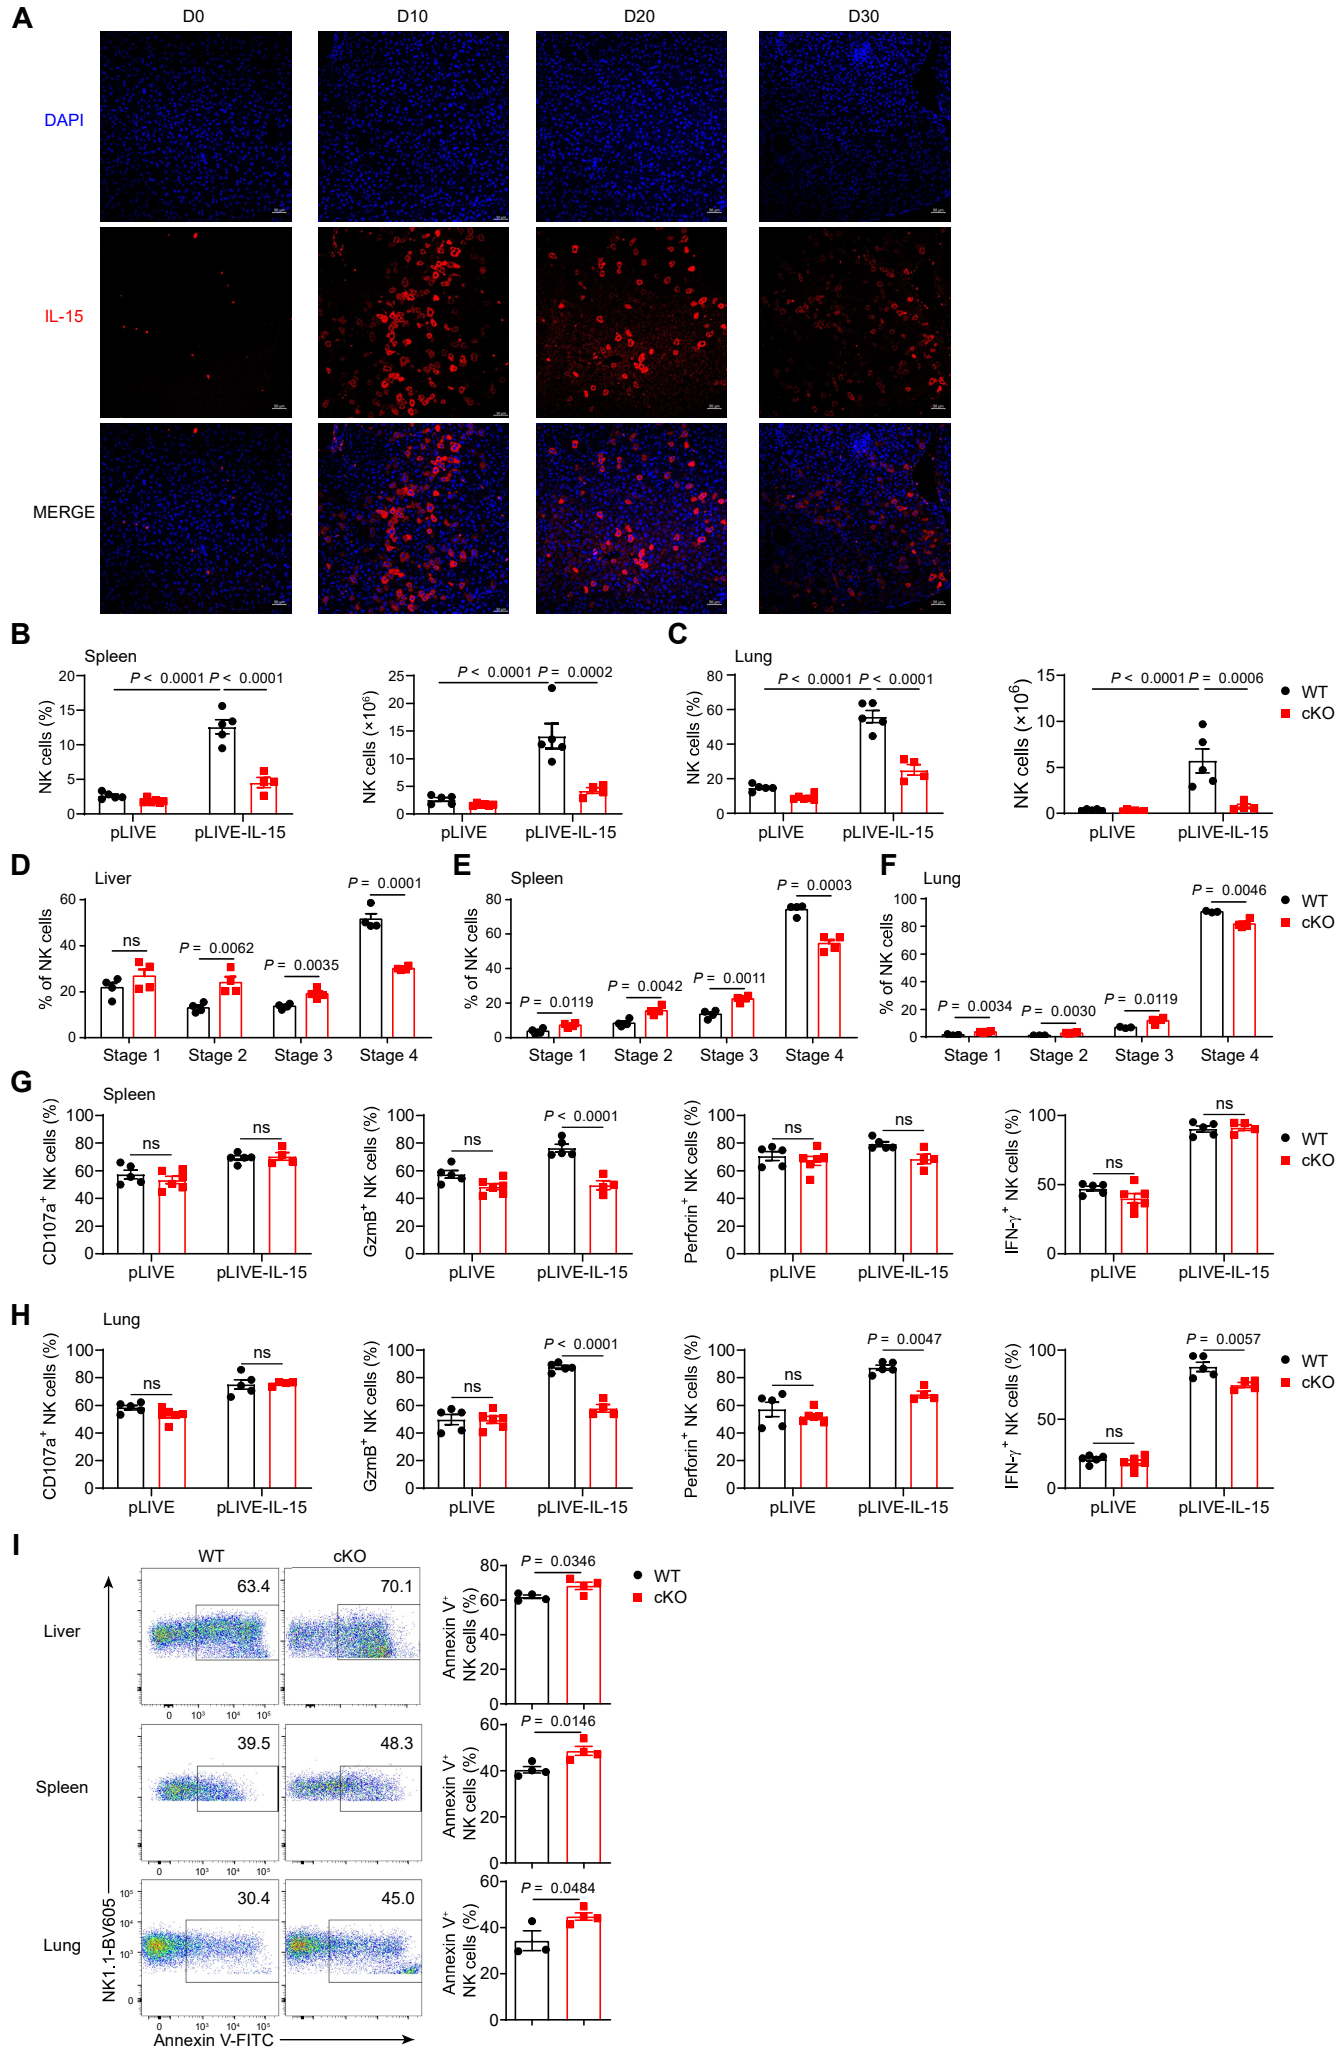

## Supplementary Fig. 8

### Aberrant responses of METTL3-deficient NK cells to IL-15 in vivo.

(A) Immunofluorescence staining of liver section with anti-IL-15 (red) and DAPI (blue) from WT mice after hydrodynamic injection of the pLIVE-IL-15 plasmid. Scale bar, 50  $\mu$ m.

(B–I) WT mice and cKO mice were harvested one or two months after hydrodynamic injection of the pLIVE-IL-15 plasmid or pLIVE control plasmid, followed by flow cytometry. (B and C) Percentage and absolute number of spleen (B) or lung (C) NK cells from WT mice ( $n = 5$ /group) or cKO mice ( $n = 6$  for pLIVE group;  $n = 4$  for pLIVE-IL-15 group).

(D–F) Percentages of NK cells at different stages in the liver (D), spleen (E), and lung (F) of pLIVE-IL-15-treated WT mice ( $n = 3$  for lung and  $n = 4$  for liver and spleen) or cKO mice ( $n = 4$ ) (Stage 1: CD27<sup>-</sup>CD11b<sup>-</sup>; Stage 2: CD27<sup>+</sup>CD11b<sup>-</sup>; Stage 3: CD27<sup>+</sup>CD11b<sup>+</sup>; Stage 4: CD27<sup>-</sup>CD11b<sup>+</sup>).

(G–H) Percentages of CD107a-, GzmB-, perforin-, or IFN- $\gamma$ -positive cells among splenic (G) or pulmonary (H) NK cells 4 hours after stimulated with PMA and ionomycin from WT mice ( $n = 5$ /group) and cKO mice ( $n = 6$  for pLIVE group;  $n = 4$  for pLIVE-IL-15 group).

(I) Representative plots showing Annexin V staining (left) and percentage of Annexin V<sup>+</sup> cells (right) among NK cells in the liver, spleen and lung of pLIVE-IL-15-treated WT ( $n = 3$  for lung and  $n = 4$  for liver and spleen) or cKO mice ( $n = 4$ ).

Each symbol represents an individual mouse (B–I). Data are the mean  $\pm$  SEM (ns, not significant; one-way ANOVA (B, C, G, H) or unpaired two-tailed  $t$ -test (D, E, F, I)). Source data are provided as a Source Data file. Data represent at least two independent experiments (A–I).

# Supplementary Figure 9

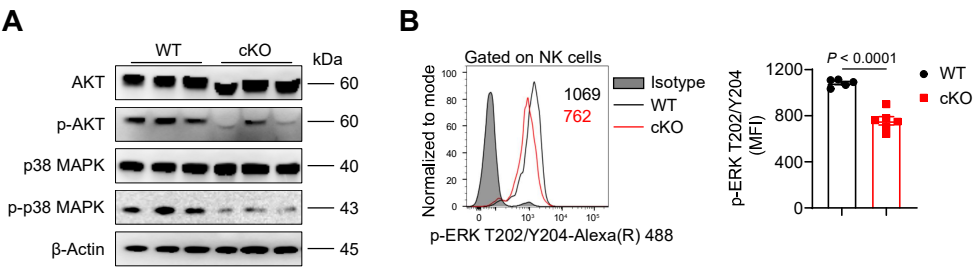

### **Supplementary Fig. 9**

#### **METTL3 is required for sufficient MAPK-ERK activation in NK cells.**

(A and B) Splenic NK cells from WT and cKO mice were stimulated with IL-15 (50 ng/mL) for 1 hour in vitro.

(A) Immunoblotting of the indicated molecules in purified splenic NK cells.

(B) Representative histogram (left) and MFI (right) of p-ERK (T202/Y204) expression in splenic NK cells from WT mice (n = 5) or cKO mice (n = 6).

Each symbol represents an individual mouse (B). Data are the mean  $\pm$  SEM (unpaired two-tailed *t*-test). Source data are provided as a Source Data file. Data represent two independent experiments (A and B).

# Supplementary Figure 10

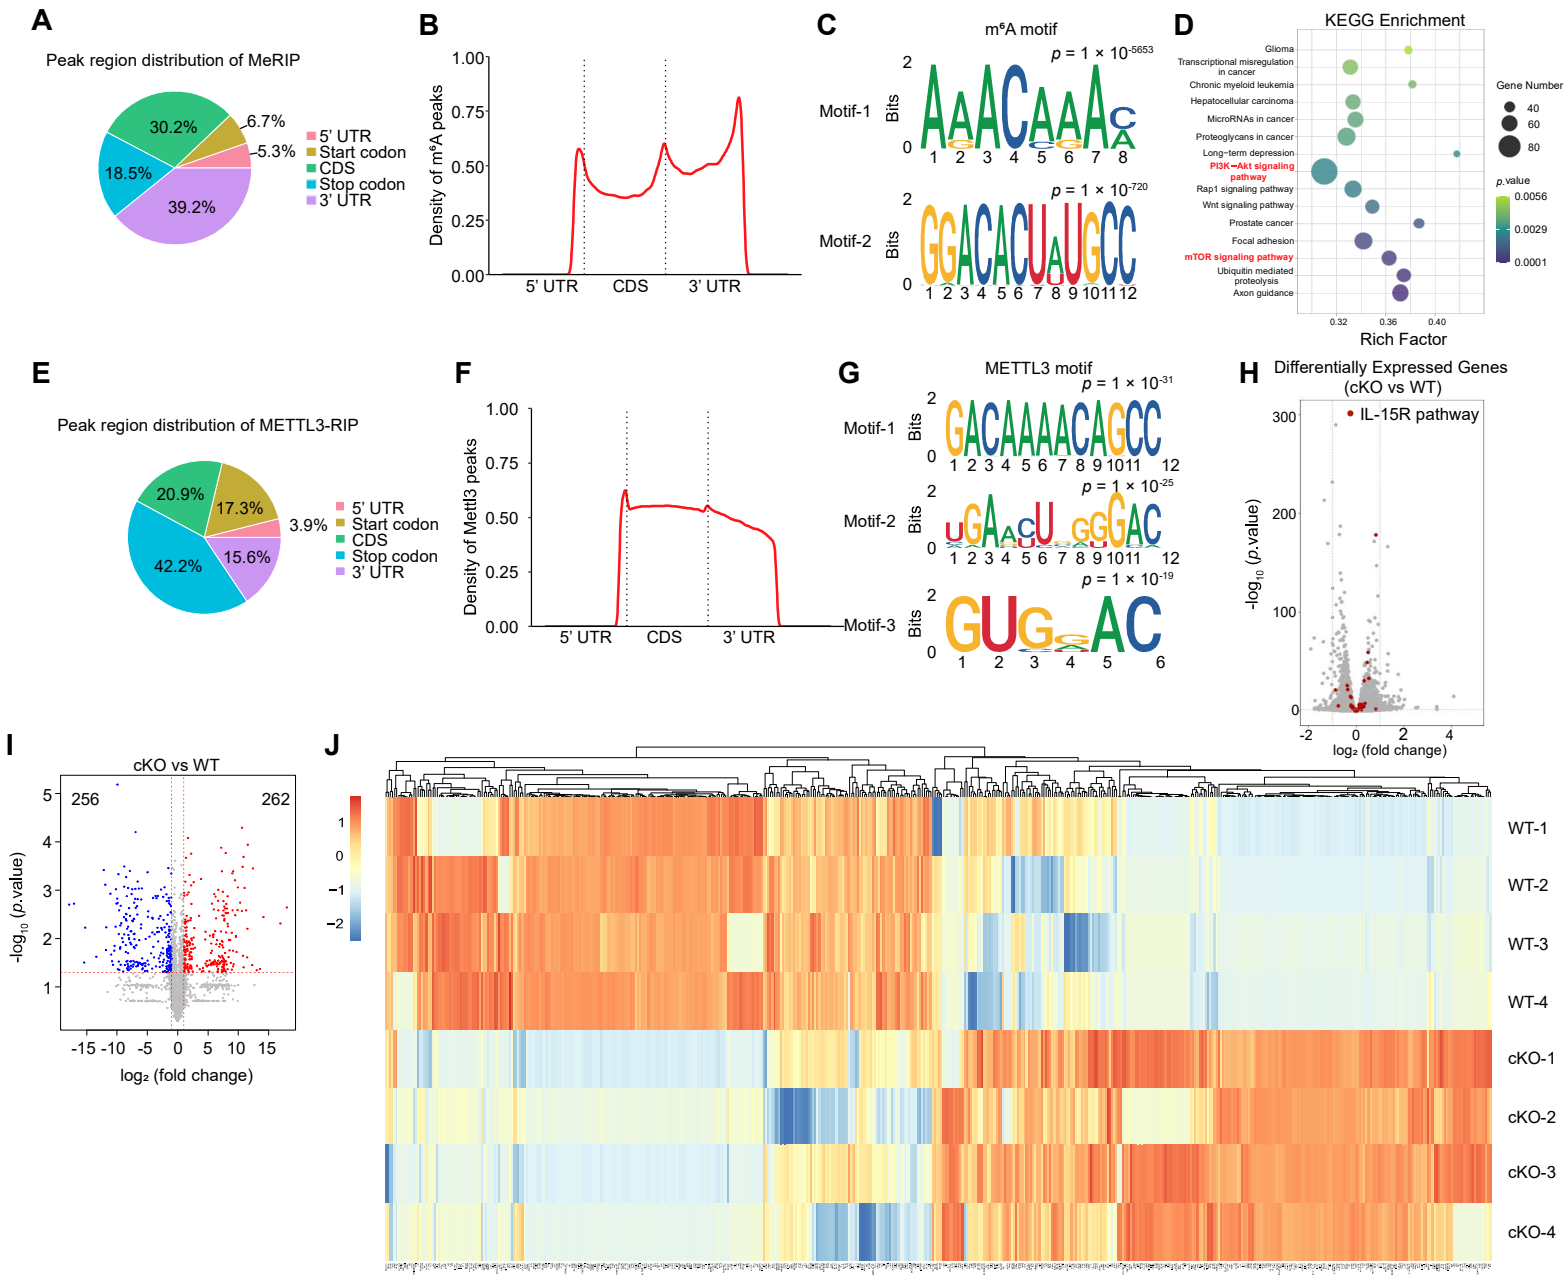

## **Supplementary Fig. 10**

### **Transcriptome and proteomic analyses of METTL3-deficient NK cells**

(A-D) Results of MeRIP-seq of NK cells with two replicates. (A) Venn diagram depicting the percentage of m<sup>6</sup>A peak distribution in different transcriptome regions.

(B) Metagene profiles of m<sup>6</sup>A peaks across the length of NK cell mRNA.

(C) Sequence motif identified within m<sup>6</sup>A peaks of NK cells by HOMER database.

(D) The Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis of m<sup>6</sup>A modified genes (fold enrichment  $\geq 5$ ) in NK cells, two-tailed Fisher's exact test, no adjustment was made for *P* value.

(E-G) Results of METTL3-RIP-seq of NK cells with three replicates. (E) Venn diagram depicting the percentage of METTL3 peak distribution in different transcriptome regions.

(F) Metageneprofiles of METTL3-binding peaks across the length of NK cell mRNA.

(G) Sequence motif identified within METTL3-binding peaks of NK cells by HOMER database.

(H) Volcano plot showing the differentially expressed genes by mRNA-seq analysis of splenic NK cells from cKO and WT mice. 

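Without a fold change limit, 5307 genes had a limma adjusted p under 0.05, 2576 higher and 2731 lower in cKO. Most of these differences were small, and 4300 of them had a log2 fold change under 0.5 in size. Scaling to equal totals moved the division between higher and lower genes most, to 3487 higher and 2016 lower. In the authors' deposited table, 2213 genes were higher and 2438 lower with an adjusted p under 0.05, and 4636 genes were called in both with the same direction.
Among genes with an adjusted p under 0.05, a mean of at least 1 CPM and no overlap between the genotypes, Phlda3 (chromosome 1, 135766119 to 135769136) rose the most, from 38.6 ± 14.3 (SD, n = 3) normalized counts in WT to 155 ± 19.7 (SD, n = 3) in cKO. Its log2 fold change was 2.03 (standard error 0.254, limma adjusted p = 4.24e-07). The next largest rises were those of Gm26802 with a log2 fold change of 1.89, Gdf15 with 1.80, Fstl1 with 1.78 and Rtn2 with 1.77. Gm26802, a long noncoding RNA on the minus strand of chromosome 7, lies between Rtn2, which ends 2100 bases away on the other strand, and Fosb, 1926 bases upstream on its own strand. The paper's methods do not say whether the mRNA-seq reads were counted by strand. After Mettl3, the largest fall was that of 2810459M11Rik (chromosome 1, 86045863 to 86055456), from 1379 ± 123 (SD, n = 3) to 405 ± 25.0 (SD, n = 3) normalized counts. Its log2 fold change was −1.76 (standard error 0.0812, limma adjusted p = 2.85e-15). Cdc42ep1 followed with a log2 fold change of −1.70, Cym with −1.42 and Cdh22 with −1.38.

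**Figure D3:**
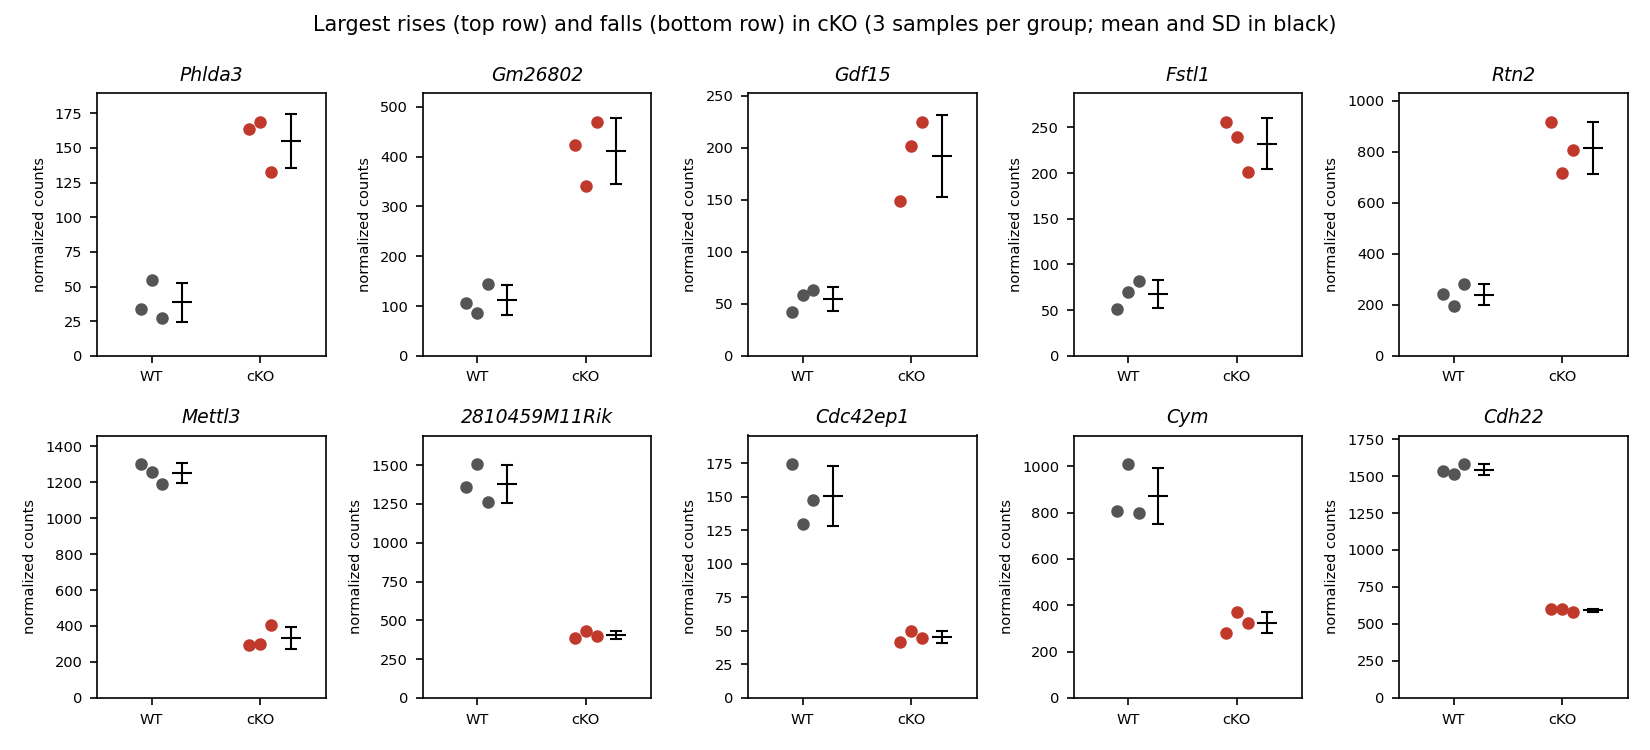
Normalized counts (y axis) in WT and cKO NK cells (x axis) of the 5 genes with the largest rise (top row) and the 5 with the largest fall, Mettl3 included (bottom row), with 1 point per sample and the mean and SD in black. In each of these genes the 3 cKO samples lie on one side of the 3 WT samples.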

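The IL-15 receptor chains and their kinases differed between genotypes by less than the fold change limits. Il2rb, which encodes CD122, had a log2 fold change of 0.14 (standard error 0.0311, limma adjusted p = 0.000797). Il2rg, which encodes CD132, had −0.24 (standard error 0.0315, limma adjusted p = 8.47e-07). Il15ra, with a log2 fold change of −0.044, was not distinguishable between genotypes (limma adjusted p = 0.688). Jak1 had a log2 fold change of 0.12 (limma adjusted p = 0.00136) and Jak3 −0.068 (limma adjusted p = 0.0879). Stat5a had −0.22 (limma adjusted p = 0.000342) and Stat5b −0.045 (limma adjusted p = 0.33). Stat3 fell, with a log2 fold change of −0.36 (limma adjusted p = 7.44e-09). The negative regulators Socs1 and Socs3 rose, with log2 fold changes of 0.53 (limma adjusted p = 4.94e-11) and 0.33 (limma adjusted p = 1.98e-09). Downstream genes moved in both directions. Bcl2 had a log2 fold change of 0.50, Irs2 of 0.46 and Akt1 of 0.15, while Mapk3 had −0.21 and Mtor −0.046. Among these genes, Mtor alone had a limma adjusted p above 0.05 (0.412). At the protein level, the paper reports similar CD122 and CD132, and no significant difference in Bcl2, between the genotypes. It also reports unaltered SOCS3 by immunoblot after IL-15 stimulation. Those are separate experiments on protein and were not compared with the mRNA here. Il15ra, Stat5b and Mtor changed sign with equal totals, a scaling that shifts all genes upward, and Jak3 and Stat5b were called after a correction for GC content and length. Il2ra, with a log2 fold change of −0.73 (standard error 0.139, limma adjusted p = 0.000151), was the second largest fall of the list.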

Red dots represented genes related to IL-15R pathway.

(I) Volcano plot showing the differentially expressed proteins analyzed by mass spectrometry in NK cells of cKO mice, compared with those of WT mice. Blue or red dots indicate proteins downregulated (blue) or upregulated (red) respectively in cKO mice with *P*-value  $< 0.05$  and fold change (KO/WT)  $< 0.5$  or  $> 2$  respectively.

(J) Heatmap plot showing the specific differentially expressed proteins in (I).

**Supplementary Table 1. Flow antibodies used in this study**

**Supplementary Table 2. Primers Used for RT-qPCR**

| Gene Name      | Forward Primer (5' to 3') | Reverse Primer (5' to 3') |
|----------------|---------------------------|---------------------------|
| <i>Il15</i>    | TCTCGTGCTACTTGTGTTTCC     | TTGGCCTCTGTTTTAGGGAG      |
| <i>Il10</i>    | GTCATCGATTTCTCCCCTGTG     | ATGGCCTTGTAGACACCTTG      |
| <i>Il27</i>    | G TTCAGGGCTATGTCCACAG     | AGTCAGGGAAACATTGGGAAG     |
| <i>Il12a</i>   | ACAGATGACATGGTGAAGACG     | TCGTTCTTGTGTAGTTCAGTG     |
| <i>Il12b</i>   | CTTGCAGATGAAGCCTTTGAAG    | TGAGGGAGAAGTAGGAATGGG     |
| <i>Il17f</i>   | AGGGAAGAAGCAGCCATTG       | GCAAGTCCCAACATCAACAG      |
| <i>Ebi3</i>    | CTCTTCCTGTCACTTGCCC       | GGATACCGAGAAGCATGGC       |
| <i>Il18</i>    | CAGCCTGTGTTTCGAGGATATG    | CACAGCCAGTCCTCTTACTTC     |
| <i>Il17a</i>   | AGTCTTTAACTCCCTTGGCG      | ATCTATCAGGGTCTTCATTGCG    |
| <i>Il23a</i>   | CAGTGTGAAGATGGTTGTGAC     | ATGTCAGAGTCAAGCAGGTG      |
| <i>Mettl3</i>  | AGAGTGCATGAAAGCCAGTG      | TGTTAAGGAAAGAGCAGTCACC    |
| <i>β-Actin</i> | TGACGTTGACATCCGTAAAGACC   | CTCAGGAGGAGCAATGATCTTGA   |

**Supplementary Table 3. Gene List Related to IL15R Pathway**

---

|              |               |                |               |               |
|--------------|---------------|----------------|---------------|---------------|
| <i>Akt1</i>  | <i>Ikzf3</i>  | <i>Pik3cg</i>  | <i>Syk</i>    | <i>Map2k1</i> |
| <i>Bad</i>   | <i>Il2ra</i>  | <i>Pik3r1</i>  | <i>Pdk1</i>   | <i>Map2k2</i> |
| <i>Bcl2</i>  | <i>Il2rb</i>  | <i>Ppia</i>    | <i>Mtor</i>   | <i>Il15ra</i> |
| <i>Cbl</i>   | <i>Il2rg</i>  | <i>Ptpn6</i>   | <i>Akt2</i>   |               |
| <i>Cflar</i> | <i>Irs2</i>   | <i>Raf1</i>    | <i>Akt3</i>   |               |
| <i>Crkl</i>  | <i>Jak3</i>   | <i>Rps6kb1</i> | <i>Ptpn11</i> |               |
| <i>E2f1</i>  | <i>Jak1</i>   | <i>Shc1</i>    | <i>Stat3</i>  |               |
| <i>Fas</i>   | <i>Mapk1</i>  | <i>Socs1</i>   | <i>Foxc1</i>  |               |
| <i>Fasl</i>  | <i>Mapk3</i>  | <i>Socs3</i>   | <i>Gsk3a</i>  |               |
| <i>Fos</i>   | <i>Myc</i>    | <i>Sos1</i>    | <i>Gsk3b</i>  |               |
| <i>Grb2</i>  | <i>Nmi</i>    | <i>Stat5a</i>  | <i>Grb2</i>   |               |
| <i>Hras</i>  | <i>Pik3ca</i> | <i>Stat5b</i>  | <i>Raf1</i>   |               |

---

How the deposited data were processed for this re-analysis (not part of the article)

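mRNA-seq of splenic NK cells sorted from WT and cKO mice was analysed, with 3 samples per genotype. Genotypes and replicate numbers were taken from the sample labels and the methods. The authors aligned paired-end reads to GRCm38 with Hisat2, counted them per gene with featureCounts and compared the genotypes with DESeq2. The sample columns the authors deposited hold a signal, the counts of each gene divided by the sample's DESeq2 size factor, and their mean over all samples is deposited beside them. The deposited table also gives the authors' log2 fold change with its standard error, the authors' Wald statistic as a score, and the authors' p-value and adjusted p-value. Values from that table are marked as the authors' wherever they are given. The table lists 14490 genes by symbol. Of these names, 97.3% matched the GENCODE annotation of GRCm38 used for positions, transcript lengths and sequences, 19 were spreadsheet dates in place of gene symbols, and 1 name occurred a second time. Genes under those names were kept in every comparison and not named.

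The design assumed raw counts and named a quasi-likelihood count test. The deposited values are divided by size factors, and limma was used on them in place of that test, as the list of alternatives provided for normalized values. The counts could be recovered from the values, and no count test was run on them here. Values were taken as log2(value + 1), genes with a value of at least 1 in at least 3 samples were kept, which removed none, and limma 3.58.1 in R 4.3.3 fitted the genotype effect with a variance trend. Tests were two-sided and p-values were adjusted by the Benjamini-Hochberg method over all genes. Gene lists were compared with the other genes by camera with an inter-gene correlation of 0.01. Single genes were also compared by the exact permutation test over the 20 assignments of 6 samples, whose smallest two-sided p is 0.1. The paper's rule was applied as P under 0.05, unadjusted, with a log2 fold change above 1 or below −1. Confidence intervals are at the 95% level and use limma's moderated standard errors.

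In every sample all values were whole multiples of one step, so the reads on listed genes follow from the values, with a median of 67124501 in WT and 69559376 in cKO. These totals cover the listed genes only, and the depth of the whole libraries was not used here. For genes near the median, counting error makes up part of the spread between samples. With 3 samples per genotype, the spread is itself poorly known for single genes.

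The same steps were tested on simulated data with the real genes' means, in which 100 genes had a log2 change of 1 in size and 100 a change of 0.3. With a log2 change of 1 in size, 95 of 100 genes were recovered with the right sign, and with 0.3, 48 of 100. Of 14290 unchanged genes, 12 were called, which is 7.74% of the 155 calls and above the nominal 5%. The spread between replicates was the same for all simulated genes, and its size was chosen by hand. The shares recovered and falsely called hold only for that spread and that number of changed genes, where far more genes were called in the data. Among 100 random lists of 49 unchanged genes, 0 had a camera p under 0.05, unadjusted.

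The alternatives were a pseudocount of 0.1, no filter, a filter of at least 1 CPM in at least 3 samples, scaling to equal totals, limma-voom, the replicate number as a block, each replicate left out in turn, an adjusted p or a 1.5-fold limit in the paper's rule, adjustment over a list alone, and an inter-gene correlation estimated from the data. These alternatives, the design, the rule for naming genes and the lists of B-cell, interferon-stimulated and other marker genes were set before the data were examined. A correction for GC content and transcript length, with splines of 5 degrees of freedom per sample, was added after the data were seen. Both properties were known for 14105 of the 14490 genes, and the other genes kept their uncorrected values under this setting. Genes named in the text are those the paper names, and the 5 largest rises and 5 largest falls in log2 fold change among genes with an adjusted p under 0.05, a mean of at least 1 CPM and no overlap between genotypes. Any other gene named in the closing section was chosen after its values were seen. The pairing by replicate number comes from the sample labels. MeRIP-seq, METTL3-RIP-seq and proteomic data were not analysed here, and the results of single genes in the lists beyond those named are not reported here.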

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

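The rises below are in genes that the paper does not discuss. The tests on the most abundant genes, the engineered loci, immunoglobulin genes, p53 target genes and the paper's rule over other splits were chosen only after the result was seen. The correction for GC content and length was added after the data were seen and before its own result was, and the other tests in this part were set earlier.

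These 5 genes, which the paper does not discuss, lay above their level in WT. The log2 fold change was 2.03 for Phlda3, 1.89 for Gm26802, 1.80 for Gdf15, 1.78 for Fstl1 and 1.77 for Rtn2, each with the 3 cKO samples above the 3 WT samples. Their counts are modest, with means in cKO from 155 for Phlda3 to 814 for Rtn2. Gm26802 lies 2100 bases from Rtn2 and 1926 bases from Fosb, and reads running on from either gene were not separated from Gm26802 here. Fosb itself fell, with a log2 fold change of −0.23 (limma adjusted p = 1.34e-06), which argues against a higher level of Fosb as the source. A change in how many reads run on from it was not tested.

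Technical explanations were weighed for the whole set of differences. By the sample labels WT was Mettl3fl/fl and only cKO carried Cre at Ncr1. An effect of Cre or of the changed Ncr1 allele was therefore not separated from the loss of Mettl3, for any of these differences. After the correction for GC content and length, 5280 genes had an adjusted p under 0.05, against 5307 without it, and 4891 were called in both with the same direction. These counts include the genes without a known GC content and length, which were left uncorrected (14105 of the 14490 genes had both). The correction moved the division from 2576 higher and 2731 lower to 2255 higher and 3025 lower. The mean number of reads on listed genes in cKO was 1.07 times that in WT, and the ranges overlapped. The 10 most abundant genes took 7.03% of the normalized counts. Xist had a log2 fold change of −0.082 and was expressed in all 6 samples. The Y-linked genes were not listed. The lowest chi-square over its degrees of freedom among same-genotype pairs was 5.50, so same-genotype samples differed by more than counting noise. This cannot tell separate RNA samples from repeated libraries of the same RNA, because the spread added by library preparation was not measured. None of the marker genes of B, T, myeloid or erythroid cells was among the 254 genes meeting the paper's rule (0 genes), and 2 immunoglobulin genes were. Markers did move by smaller amounts at an adjusted p under 0.05. Of the B-cell markers 7 were higher, of the myeloid markers 3 were higher and 1 lower, and of the T-cell markers 2 were lower. A contribution of other cells to those genes was not excluded. Of the genes within 10 Mb of Mettl3 or Ncr1, 1.83% met the rule, against 1.71% of other genes (Fisher's exact test, two-sided, p = 0.812). The share was 1.08% near Mettl3 (2 of 185 genes, Fisher's exact test, p = 0.773) and 3.41% near Ncr1 (3 of 88 genes, Fisher's exact test, p = 0.192). By the labels both genotypes were Mettl3fl/fl, so DNA linked to that locus need not differ between them. Only the share near Ncr1 bears on linkage, and it rests on few genes.

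The real split of the 6 samples gave 5307 genes with an adjusted p under 0.05, and 1 of the 10 splits, the real one, gave as many. The 9 other splits gave 0. Each of those splits mixes the genotypes, so any genotype effect widens its spread within groups. For the paper's rule, 1 of the 10 splits gave as many as 254 genes, and the largest of the other splits gave 69. The real split parts all 3 same-numbered pairs, as do 3 of the other splits, which gave at most 61 genes by the rule. The remaining 6 splits part 1 pair. With 10 splits the share cannot go under 0.1 whatever the data, so this count cannot exclude a chance division of the samples. It covers all called genes and not the 5 rises alone.

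A candidate explanation for the rise of Phlda3 and Gdf15, both known p53 targets, is a p53 response in cKO cells. The 15 other listed p53 target genes had a median log2 fold change of 0.19, with 8 higher and 4 lower at an adjusted p under 0.05. Of the targets in the list, Polk with 0.47, Plk2 with 0.40, Aen with 0.35 and Bax with 0.34 rose the most, and Dcxr with −0.58 fell the most. Cdkn1a had a log2 fold change of 0.035 (limma adjusted p = 0.461) and Mdm2 fell, with −0.088 (limma adjusted p = 0.04). The shift of these 15 genes as a list did not reach a p under 0.05 (camera with inter-gene correlation 0.01, p = 0.102). The camera p lay between 0.0617 and 0.156 under the alternatives run for this list, upward in each. The power of the test for a list of this size was not simulated, so the test gives no evidence for a p53 response and does not rule one out.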

How the results depend on the processing

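The number of genes with an adjusted p under 0.05 was 5307 and lay between 5261 and 5543 under the other settings, and from 4417 to 4922 genes across the 6 fits that each left out one replicate. Scaling to equal totals changed the division, from 2576 higher and 2731 lower to 3487 higher and 2016 lower (63.4% higher against 48.5%), and moved the median log2 fold change of all genes to 0.05. Of the 5307 genes, 4592 kept their call and direction under that scaling. The correction for GC content and length gave 2255 higher and 3025 lower (42.7% higher), and in the IL-15R list 16 higher and 20 lower.

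The number of genes by the paper's rule, 254, fell to 85 with the filter of at least 1 CPM in at least 3 samples and rose to 932 with the 1.5-fold limit. Equal totals moved its division from 159 higher and 95 lower to 184 higher and 69 lower. The number of IL-15R list genes by the rule was 0 except with the 1.5-fold limit, which gave 4, and without WT replicate 2, and lay from 0 to 1 across the 6 fits that each left out one replicate. At an unadjusted p under 0.05 without a fold change limit, 34 list genes differed. The list genes with an adjusted p under 0.05 numbered 29, between 29 and 36 under the other settings, and from 25 to 29 with a replicate left out. The list as a set had a camera p between 0.205 and 0.996 under all alternatives run.

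Fig. 7b genes with an adjusted p under 0.05 numbered 10, and from 4 to 10 across the 6 fits that each left out one replicate. The flow cytometry genes numbered 8, from 7 to 8 in those fits, and 6 with equal totals. The log2 fold change of Mettl3 lay between −2.07 and −1.84 with a replicate left out. That of Ptpn11, −0.12, was −0.069 when samples were scaled to equal totals, with an adjusted p of 0.145, and from −0.14 to −0.093 with a replicate left out, where it lost its call without WT replicate 1 and without cKO replicate 1. The range of its adjusted p over the alternatives was 0.000719 to 0.145. With equal totals the change is the upward shift that this scaling gives to all genes, and is not particular to Ptpn11. For the fits without a replicate the cause was not tested. 

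Genes near no change switched sign. The shift with equal totals turns any gene just under 0 positive, so these changes of sign say nothing about the genes themselves. With equal totals, the log2 fold change was 0.0054 for Il15ra, 0.0044 for Stat5b and 0.0033 for Mtor. With a replicate left out, that of Il15ra lay from −0.069 to 0.0023 and that of Cd226 from −0.041 to 0.059. Single genes crossed the adjusted p threshold in other fits as well, 16 times to the weaker side and 2 times to the stronger.

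With the replicate block, 5543 genes had an adjusted p under 0.05, 255 met the paper's rule, 29 list genes had an adjusted p under 0.05, and the camera p of the list was 0.533. With the replicate block, 0 list genes met the paper's rule, 11 Fig. 7b genes and 8 flow cytometry genes had an adjusted p under 0.05, and the log2 fold changes of Mettl3 and Ptpn11 were −1.92 and −0.12. Same-numbered samples did not deviate together, with correlations of −0.04, 0.06 and 0.04 for numbers 1, 2 and 3.

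Removing the filter could not move any result, because no gene was under it, and a filter of at least 1 count in total would remove none either. The size factors of DESeq2 are the deposited scaling, so they were the main setting and not an alternative. The count tests first planned, and shrunken fold changes, were not run, and the tests used are those for the scaled values as deposited.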

Differences from the paper's values

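In Supplementary Fig. 10H, the IL-15R gene with the lowest p has a −log10 p of about 180, read by eye. Here that gene was Fos, with a −log10 p of 19.5 from limma. None of the alternatives set before the data were examined closed the gap, and their −log10 p lay between 16.5 and 22.6. In the authors' deposited table, the −log10 p of Fos is 178. The authors' log2 fold change is 0.82 (standard error 0.0289), against 0.82 (standard error 0.0314) from limma. The gap therefore lies in how the tests turn nearly the same estimate and error into a p-value.

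The paper states that transcripts of the IL-15 signaling pathway were unchanged. By its rule, 0 of the 49 list genes differed here, and 29 had a limma adjusted p under 0.05. In the authors' deposited table, 27 of the list genes have an adjusted p under 0.05, and all 27 were among the 29. The paper states that the transcript level of SHP-2 was unaltered. Here Ptpn11 had a log2 fold change of −0.12 with a limma adjusted p of 0.0122. In the authors' deposited table its log2 fold change is −0.12 with an adjusted p of 0.011. With equal totals its adjusted p was 0.145, without WT replicate 1 it was 0.0769, and without cKO replicate 1 it was 0.0779, in a range of 0.000719 to 0.145 over the alternatives.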

Other observations

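The correlation test on the GGACU motif was set before its result was seen. The rule that it pass both by signed value and by size was added after the ranks were seen. The other tests in this part were chosen after the values were seen.

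The paper reports lower protein levels of 9 molecules on splenic NK cells of cKO mice, measured by flow cytometry in other mice. In the mRNA-seq samples, 8 of the 9 genes had a limma adjusted p under 0.05, 7 lower and 1 higher. The one that rose was Tbx21, with a log2 fold change of 0.23 (limma adjusted p = 5.47e-07, higher in 3 of 3 cKO samples). The paper's mean fluorescence of T-bet, in its source data, is 662 in WT and 526 in cKO, a ratio of 0.795, against a ratio of 1.18 for the mRNA. Cd226 had a log2 fold change of 0.0087 (limma adjusted p = 0.929), where the paper's CD226 ratio is 0.744. For Klrg1 the mRNA ratio was 0.682 and the paper's protein ratio 0.692, and for Klra8 they were 0.712 and 0.715. For Cd69 the mRNA ratio was 0.922 and the paper's protein ratio 0.741. The protein and mRNA values come from separate experiments, and the difference between them was not tested. Of the 10 splits of the samples, 1, the real one, gave as many as 8 of these genes. The other splits called 0 genes in the whole data, so any list had to count 0 there. This adds nothing to the count over all genes.

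The 23 genes of Fig. 7b were selected in the paper as targets of both m6A and METTL3 whose proteins differed between the genotypes. At the mRNA level 10 had a limma adjusted p under 0.05, 8 higher and 2 lower, and the log2 fold changes of all 23 lay between −0.14 and 0.28. With equal totals 10 were higher and 0 lower, and with the correction for GC content and length 5 were higher and 5 lower. Dido1 with 0.28 and Rbbp6 with 0.26 rose the most. Of the 10 splits, 1, the real one, gave as many as 10 of these genes. For the 29 IL-15R list genes with an adjusted p under 0.05, 1 of the 10 splits gave as many. These list counts add nothing to the count over all genes, because the other splits called 0 genes in the whole data. For the 0 list genes by the paper's rule, all 10 splits gave as many, which the count of 0 fixes in advance.

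The paper's RT-qPCR of Mettl3 in NK cells gives, in its source data, means of 0.97 in WT and 0.215 in cKO (7 values each), a ratio of 0.222. The mRNA-seq ratio was 0.265.

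B-cell marker genes, from a list written in advance, were higher in cKO. Of 8 listed markers, 7 had an adjusted p under 0.05 and rose, by unequal amounts. Cd79a had a log2 fold change of 0.72 at a mean of 4.12 CPM, Ighm, the most abundant marker, 0.13 at 135 CPM, and Cd79b 0.047 (limma adjusted p = 0.877). The list rose together (camera with inter-gene correlation 0.01, p = 0.00419), and its camera p lay between 0.0027 and 0.00889 under the alternatives that kept this correlation. With the correlation estimated from the data it was 0.0415. More RNA from B cells in the sorted cKO samples is a candidate source, which this test cannot tell apart from expression of these genes in NK cells. The unequal rises were not explained by any test here.

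Of 12 interferon-stimulated genes, from a list written in advance, 10 were lower in cKO, 7 of them with an adjusted p under 0.05. Irf7 had a log2 fold change of −0.67, Ifit1 −0.71 and Rsad2 −0.62. The list fell together (camera with inter-gene correlation 0.01, p = 0.000961), with a camera p between 0.000598 and 0.00294 under the alternatives that kept this correlation. With the correlation estimated from the data it was 0.0254. The lists of interferon-stimulated and B-cell genes were not tested under limma-voom. This is consistent with lower interferon signalling in cKO NK cells, as a hypothesis. A difference in composition or handling between the genotypes was not excluded.

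If loss of m6A stabilized transcripts through the GGACU motif, the number of GGACT motifs in a transcript would rise with the log2 fold change. Across 11813 protein-coding genes, which are not independent replicates, the partial rank correlation given length, GC content and expression was 0.029. It exceeded the signed value of 57 of the 59 other arrangements of these bases (96.6%), and the size of 56 (94.9%). The level set for the test was 95%, so its outcome depends on which of the readings is taken. The correlation is small, and GTCGA, which is no m6A motif, gave a larger value, 0.039. The test does not settle the hypothesis.

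Immediate-early genes were among the most abundant transcripts in both genotypes. The 16 listed made up 5.17% ± 0.0348 (SD, n = 3) of the normalized counts in WT and 5.48% ± 0.046 (SD, n = 3) in cKO, a ratio of 1.06 (exact permutation test, two-sided, p = 0.1, the smallest possible). Fosb, with a mean of 608199 normalized counts, ranked 2 among all genes, and Nr4a1 ranked 4. Activation of the cells during isolation is a possible explanation, and without a sample fixed before isolation it cannot be told apart from the state of the cells in the spleen. Fos, a member of the IL-15R list, belongs to this group and rose, while Fosb fell, with a log2 fold change of −0.23 (limma adjusted p = 1.34e-06).

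Gp6, the next listed gene after Ncr1 on chromosome 7, rose from 10.1 ± 6.67 (SD, n = 3) to 37.4 ± 12.7 (SD, n = 3) normalized counts. Its log2 fold change was 1.90 (limma adjusted p = 0.00322, with 0.000787 to 0.0298 over the alternatives that kept it). Its mean was low, 0.37 CPM, and the filter of at least 1 CPM in at least 3 samples dropped it. Ncr1, where the cKO mice carry Cre, had a log2 fold change of −0.40. Read-through from the modified locus might raise neighbouring genes. Gp6 lies on the minus strand and Ncr1 on the plus strand. Read-through from Ncr1 would count for Gp6 only if reads were counted without regard to strand, which the paper's methods do not state. Of the next 3 listed genes beyond Gp6, 0 were higher with an adjusted p under 0.05, and 1 at an unadjusted p under 0.05. That gene, Rdh13, the nearest, had a log2 fold change of 0.27 (limma adjusted p = 0.0816). Eps8l1, the next, fell, with a log2 fold change of −0.20 (limma adjusted p = 0.000641). The test covers only these genes, and cannot exclude read-through that ends within Gp6.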
